# Transcriptome-Wide Analysis of RNA N^6^-Methyladenosine Modification in Adriamycin-Resistant Acute Myeloid Leukemia Cells

**DOI:** 10.3389/fgene.2022.833694

**Published:** 2022-04-28

**Authors:** Shu Fang, Bo Peng, Yanan Wen, Jingjing Yang, Hao Wang, Ziwei Wang, Kun Qian, Yan Wei, Yifan Jiao, Chunji Gao, Liping Dou

**Keywords:** acute myeloid leukemia, drug resistance, N^6^-methyladenosine, gene expression, METTL3

## Abstract

Acute myeloid leukemia (AML) is one of the most aggressive hematopoietic malignancies. Patients still suffer from refractory/relapsed disease after anthracycline-based therapy, which leads to a poor prognosis. N^6^-Methyladenosine (m^6^A) is the most abundant post-transcriptional modification in eukaryotes, the imbalance of which is reported to be associated with various pathological processes, including drug resistance. However, the relationship between m^6^A modification and drug resistance has not been well defined in AML. In this study, we analyzed the sequencing data of HL60 and its Adriamycin-resistant cell line HL60/ADR. We found a total of 40,550 m^6^A-methylated peaks, representing 15,640 genes in HL60, and 38,834 m^6^A-methylated peaks, representing 15,285 genes in HL60/ADR. KEGG pathway analysis showed that pathways were enriched in the FoxO signaling pathway, p53 signaling pathway, and Notch signaling pathway. MeRIP-seq results showed that the fold enrichment of the global m^6^A level in HL60/ADR was higher than that in HL60, and dot blot assay results indicated that the global m^6^A level was elevated in HL60/ADR cells compared with that in HL60 cells. Further analysis revealed that the expression level of METTL3 was elevated in HL60/ADR cells compared with that in HL60 cells. After a combined treatment of STM2457 (an inhibitor of METTL3) and Adriamycin, the proliferation of HL60/ADR was inhibited. Thus, we hypothesized that the abnormality of m^6^A modification played an important role in Adriamycin-resistant AML.

## Introduction

Acute myeloid leukemia (AML) is one of the most common and aggressive hematopoietic malignancies with complex pathogenesis (Reilly, 2005; Yamamoto and Goodman, 2008; Zhou et al., 2017; Dou et al., 2019a; Dou et al., 2019b). Anthracycline-based therapy remains the major induction therapy for AML patients. However, approximately 20–30% of patients still suffer from a refractory disease, and the majority of patients relapse after achieving complete remission (CR) (Dombret and Gardin, 2016; Döhner et al., 2017; Schlenk et al., 2017; Estey, 2018). The mechanism for anthracycline resistance in AML patients is reported to be associated with abnormal activation of pathways and epigenetic modification, which are rather complex (Wang et al., 2019; Lin et al., 2020; Wang et al., 2020). A further study is still necessary to figure out the mechanism for anthracycline resistance to improve the prognosis of patients with refractory/relapsed AML.

N^6^-Methyladenosine (m^6^A) is the most abundant post-transcriptional modification in eukaryotes, which existed at the consensus motif of RRm^6^ACH (where R denotes A/G and H denotes A/C/U) (Fu et al., 2014). M^6^A modification has been reported to play an important role in tumorigenesis (Jin et al., 2019; Yue et al., 2019; Chen and Wong, 2020; Shen et al., 2020). Some studies have reported that m^6^A modification, which is critical for post-transcriptional regulation of gene expression, is mainly enriched around stop codons, 3′ untranslated region (UTR), and codon regions of mRNA (Rana and Tuck, 1990; Meyer et al., 2012). M^6^A modification is dynamically regulated by m^6^A writers, which deposit m^6^A in RNA, and m^6^A erasers, which demethylate m^6^A from RNA, while m^6^A readers can identify the m^6^A modification and determine the ultimate fate of RNA—translation or degradation (Meyer and Jaffrey, 2017; Zhang et al., 2020). These m^6^A regulators play key roles in maintaining normal stem cell hematopoiesis and other physiological and pathological processes (Karthiya and Khandelia, 2020; Wang et al., 2021), and the imbalance of these m^6^A modification regulators may result in hematological malignancies (Zhao and Peng, 2022). M^6^A regulators containing METTL3, METTL14, WTAP, YTH domain-containing proteins, IGF2BP family members, FTO, and ALKBH5 have been reported to be up-regulated in AML. Depletion of these regulators in AML may induce leukemia differentiation and apoptosis (Yankova et al., 2021). These findings reveal the possibility of m^6^A regulators as potential therapeutic targets for AML.

To date, the role of m^6^A has not been fully investigated in anthracycline-resistant AML. To study the global m^6^A modification pattern in anthracycline-resistant AML, we analyzed the sequencing data of AML cell line HL60 and its Adriamycin (ADR)-resistant cell line HL60/ADR. To further study whether m^6^A regulators were dysregulated in HL60 and HL60/ADR cells, we used real-time quantitative polymerase chain reaction (RT-qPCR) and Western blot assay to analyze the expression levels of m^6^A writers and erasers. Then, we explored their prognosis in AML patients in TCGA database. In this study, we hypothesized that m^6^A modification plays an important role in ADR resistance.

## Methods

### Cell Line and Cell Culture

Human AML cell line HL60 and its ADR-resistant cell line, HL60/ADR, were gifted by the Tianjin Institute of Hematology. In brief, HL60 cells in a 100-mm dish were treated with a low dose of ADR to remove the drug-sensitive cells until their growth rate was similar to the untreated counterpart. Then, the concentration of ADR was increased stepwise to 0.5 μg/ml (Wang et al., 2019). HL60 cells were cultured in the RPMI-1640 medium supplemented with 10% fetal bovine serum (FBS), 100 μg/ml penicillin, and 100 μg/ml streptomycin at 37°C in a humidified 5% CO_2_ atmosphere. HL60/ADR cells were cultured under the same condition with additional ADR added to the medium at a final concentration of 0.5 μg/ml to maintain ADR resistance. The cells were cultured in an ADR-free culture medium for a week to eliminate ADR before the following experiments.

### mRNA Extraction and Dot Blot Assay

The cells were collected for total RNA extraction by adding 1 ml TRIzol reagent (Invitrogen, Carlsbad, CA, United States). Trichloromethane (UN No. 1888, Beijing, China), isopropyl alcohol (UN No. 1823, Beijing, China), and 75% ethanol (UN No.1170, Beijing, China) were used for RNA separation, precipitation, and purification. mRNA was extracted using GenElute™ mRNA Miniprep Kit (MRN70-1KT, Sigma, United States) following the manufacturer’s procedure. In brief, oligo (dT) beads were added to the 2 μg RNA samples and vortexed thoroughly and then incubated in a metal bath at 70°C. After centrifuging, RNA samples were washed twice in the wash solution and eluted twice in the elution solution. Finally, mRNA was obtained for dot blot assay. After denaturation, RNA was loaded onto an Amersham Hybond-N+ membrane (GE Healthcare, United States) preassembled on a bio-dot microfiltration apparatus (170-3938, Bio-Rad, United States) and washed with RNase-free water in advance. Then, the membrane was removed from the apparatus and washed once. RNA was cross-linked to the membrane by 80°C in the oven for 2 h. The membrane was blocked with 5% non-fat dry milk for 2 h, incubated with a specific anti-m^6^A antibody diluent (1:500 dilution, 61,495, Proteintech, United States) overnight at 4°C, and then incubated with HRP-conjugated anti-rabbit IgG (7074S, CST, United States) for 1 h at room temperature. At last, the membrane was developed with Clarity Western ECL Substrate (170-5060, Bio-Rad, United States).

### RT-qPCR

Total RNA was isolated by TRIzol Reagent. PrimeScript™ RT reagent kit (RT001, Takara, Japan) was used to synthesize cDNA according to the manufacturer’s procedure. Then, real-time qPCR was performed by using KAPA SYBR FAST q-PCR Master Mix (2x) Kit (KK4601, KAPA, United States). Specific primers for each evaluated gene are listed in Supplementary Table S1.

### Western Blot Assay

Over 10^6^ cells were harvested and washed twice. Proteins were extracted in a RIPA lysis buffer (#R0020, Solarbio, China) with the addition of PMSF (No. P0100, Solarbio, China) and protein phosphatase inhibitor (P1260, Applygen, China). Then, proteins were separated by SDS polyacrylamide gel electrophoresis (SDS-PAGE) and transferred onto a polyvinylidene difluoride membrane. After that, the membrane was blocked with 5% non-fat dry milk for 2 h at room temperature. The membrane was incubated with a specific anti-METTL3 antibody (86132S, CST) and anti-GAPDH antibody (sc-47724, Santa Cruz Biotechnology, United States) at 4°C overnight. After washing, the membrane was incubated with HRP-conjugated anti-rabbit IgG (7074S, CST, United States, anti-METTL3 antibody) and HRP-conjugated anti-mouse antibody (A0216, Beyotime, China, anti-GAPDH antibody) at room temperature for 40 min. At last, the membrane was developed with Clarity Western ECL Substrate (170-5060, Bio-Rad, United States).

### Cell Counting Kit-8 Assay

Cells were seeded in 6-well microplates at a density of 10^5^ cells/well and treated with 0.5 μg/ml ADR and different concentrations of STM2457 (HY-134836, MCE, United States, an inhibitor of METTL3, 0, 5, 10, 20 μmol/L). On day third, cells were harvested and washed with phosphate buffer saline (PBS) and seeded on a 96-well plate. Then, 100 ul culture medium and 10% CCK-8 solution were added to each well. Cells were incubated at 30°C for 2 h. The 96-well plate was then put into a microplate reader (Thermo, United States) to detect the optical density (OD) at 450 nm. The OD value of HL60/ADR was divided by that of HL60 to obtain the ratio of viable cells, as published previously (Han et al., 2015).

### MeRIP-Seq and RNA-Seq

Sample preparation was performed at LC-Bio Technology co., Ltd. (Hangzhou, China). Total RNA was extracted as described above. The RNA amount and purity of each sample were quantified using NanoDrop ND-1000 (NanoDrop, Wilmington, DE, United States). The RNA integrity was assessed by Bioanalyzer 2100 (Agilent, CA, United States) with RIN number >7.0 and confirmed by electrophoresis with denaturing agarose gel. Poly (A) RNA was purified from 50 μg total RNA using Dynabeads oligo (dT) 25-61005 (Thermo Fisher, CA, United States) using two rounds of purification. The poly(A) RNA was fragmented into small pieces using Magnesium RNA Fragmentation Module (NEB, cat. e6150, United States) at 86°C for 7 min and then incubated at 4°C for 2 h with an m6A-specific antibody (No. 202003, Synaptic Systems, Germany) in IP buffer (50 mM Tris–HCl, 750 mM NaCl and 0.5% Igepal CA-630). After that, the IP RNA was reverse-transcribed to create the cDNA by SuperScript™ II Reverse Transcriptase (1896649, Invitrogen, United States), which were next used to synthesize U-labeled second-stranded DNAs with *E. coli* DNA polymerase I (m0209, NEB, United States), RNase H (m0297, NEB, United States) and dUTP solution (R0133, Thermo Fisher, United States). An A-base is then added to the blunt ends of each strand, preparing them for ligation to the indexed adapters. Each adapter contains a T-base overhang for ligating the adapter to the A-tailed fragmented DNA. Single- or dual-index adapters are ligated to the fragments, and size selection was performed using AMPureXP beads. After the heat-labile UDG enzyme (NEB, cat.m0280, United States) treatment of the U-labeled second-stranded DNAs, the ligated products are amplified with PCR under the following conditions: initial denaturation at 95°C for 3 min; 8 cycles of denaturation at 98°C for 15 s, annealing at 60°C for 15 s, and extension at 72°C for 30 s; and then final extension at 72°C for 5 min. The average insert size for the final cDNA library was 300 ± 50 bp. At last, 2 × 150 bp paired-end sequencing (PE150) was performed on an Illumina Novaseq™ 6000 following the vendor’s recommended protocol. Two replicates in each IP and input sample were subjected to sequencing.

### MeRIP-qPCR

Total RNA was extracted and fragmented. A portion of RNA was labeled as the input control. The rest was used for immunoprecipitation (IP) and incubated with anti-m^6^A antibody-coupled beads. Then, RNA was immunoprecipitated and eluted. Both input and IP parts were subjected to RT-qPCR. Five genes with differentially methylated peaks were selected. Gene-specific qPCR primers are shown in Supplementary Table S2.

### Data Analysis

#### MeRIP-Seq and RNA-Seq Analysis

Fastp software (https://github.com/OpenGene/fastp) was used to control the quality of raw data in both IP and input samples. HISAT2 (http://daehwankimlab.github.io/hisat2) was used to map reads to the reference genome Homo sapiens (Version: v101, ftp://ftp.ensembl.org/pub/release-101/fasta/homo_sapiens/dna/). ExomePeak (http-s://bioconductor.org/packages/exomePeak) of R packages was used to perform peak calling analysis and differential peak analysis, and visualization was performed by IGV software (http://www.igv.org). Peak calling analysis was performed with the selection criteria of *p* < 0.05 between IP and input samples. Differentially methylated peaks were defined as fold change >2 and *p* < 0.05. ChIPseeker (https://bioconductor.org/packag-es/ChIPseeker) was used to annotate called peaks. MEME (http://meme-suite.org) and HOMER (http://homer.ucsd.edu/homer/motif) were used for *de novo* and known motif findings. StringTie (https://ccb.jhu.edu/software/stringtie) was used to calculate FPKM (total exon fragments/mapped reads (millions) × exon length (kB)) for all mRNAs from input libraries. The differentially expressed mRNAs were analyzed by edgeR of R packages (https://bioconductor.org/packages/edgeR) with the selection criteria of log2 (fold change) > 1 or log2 (fold change) ≤1 and *p* < 0.05. Data were analyzed using the R 3.5.2 software at LC-Bio Technology co. Two replicates in each group were analyzed.

### Sequence Statistics and Quality Control

After the raw data were obtained, reads with adaptor were removed, reads containing more than 5% of N were removed (N indicated that base information cannot be determined), and low-quality reads were removed (low-quality meant more than 20% of the total reads with a mass value of Q ≤ 10). Samples and quality control information are shown in Supplementary Table S3.

### Statistical Analysis

Values of two replicates in each sample were averaged for subsequent analysis. M^6^A peaks were defined as fold change >2 and *p*<0.05 between IP and input samples. Fold enrichment of m^6^A peaks (Figures 2F,G) and overall gene expression level (Figures 4A,B) were exhibited as quartile and range. Mann–Whitney U test was used for comparison between the two groups. Kruskal–Wallis test was used for comparison among three or more groups. The expression level of m^6^A-related enzymes by RNA-seq was presented as the mean (Figure 3G). RT-qPCR results were presented as mean ± SD (Figure 5B). The Student’s t-test was used to perform comparisons. GraphPad Prism 8.0 software was used for the abovementioned analysis.

### TCGA Dataset and Data Analysis

Clinical information and gene expression information of AML patients were downloaded from the TCGA database. Kaplan–Meier method and log-rank test were used to analyze the relationship between gene expression level and overall survival (OS) by R version 4.0.3. SPSS 24.0 was used to compare patients’ characteristics. Continuous variables were shown as median (range). Mann–Whitney U test was used for the comparison. The chi-squared test and Fisher’s exact test were used to compare categorical variables. A two-sided *p* < 0.05 was considered statistically significant.

## Results

### Global m^6^A Modification Patterns in HL60 and HL60/ADR Cells

HL60 and HL60/ADR cells were collected to perform methylated RNA immunoprecipitation combined with next-generation sequencing (MeRIP-seq). 

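HL60 is a promyelocytic leukemia cell line, and HL60/ADR is a derivative of it kept in 0.5 μg/ml Adriamycin (doxorubicin), an anthracycline that poisons topoisomerase II. The drug was withdrawn for a week before the experiments. In MeRIP-seq, RNA fragments are pulled down with an antibody against m6A (IP) and sequenced beside RNA that was not pulled down (input). Each cell line gave 2 IP and 2 input libraries. The HL60/ADR libraries were assigned by their titles and column names, since their labels of source and cell line read HL60. Supplementary Table S3 lists 45613156 to 54314882 valid reads per IP library and 41255722 to 54116914 per input library. The authors cleaned the reads with fastp, aligned them to the human genome GRCh38 with HISAT2, called peaks with exomePeak at p under 0.05 and annotated them with ChIPseeker. The deposited values are 1 list of peaks per cell line, made from the pooled replicates, with the fold enrichment of IP over input of each peak. No spread between replicates can be computed from pooled lists, so differences between the lists carry no p-value here, and the lists were scaled separately. Peaks of the lists were matched by position with bedtools, with at least 1 shared base and without regard to strand. Shares of peaks or genes are given with a Wilson interval of 95%, which covers counting error only and not differences between cultures.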

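Input expression separated the 2 cell lines. Over the 13053 genes with a mean FPKM of 0.5 or more, the first principal component of log2(FPKM + 1) held 94.8% of the variance and parted HL60 from HL60/ADR, and the second held 2.79%. Across genes, which are not independent replicates, Pearson's r was 0.991 between the HL60 replicates and 0.991 between the HL60/ADR replicates, against 0.836 to 0.838 between libraries of different lines. Between replicates, 98.0% of these genes in HL60 and 97.7% in HL60/ADR differed by less than 1.5-fold. The 10 most abundant genes of a library took 7.48% to 7.70% of the summed FPKM in HL60 and 10.3% to 10.4% in HL60/ADR. Separate values of the IP libraries were not used here.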

Principal component analysis (PCA) showed that IP and input samples of HL60 or HL60/ADR cells were comparable (Figure 1A).

**FIGURE 1:**
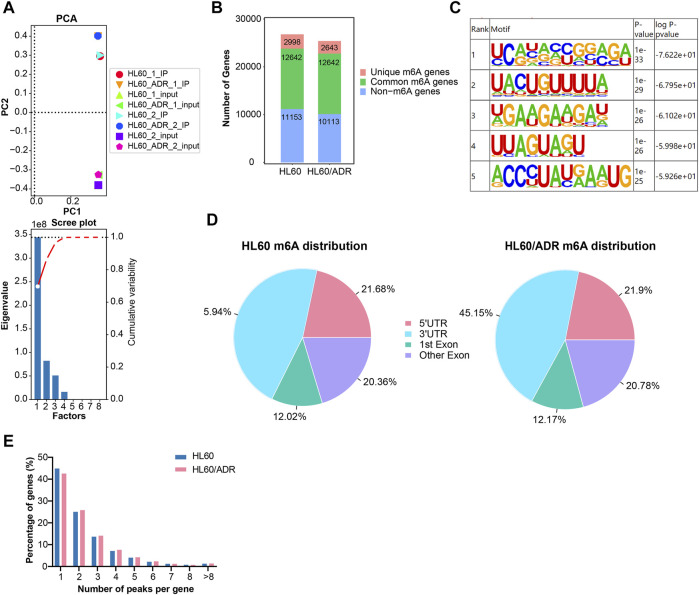
Overview of m^6^A modification patterns in HL60 and HL60/ADR cells. **(A)** PCA analysis revealed that biologically duplicated samples of HL60 and HL60/ADR were comparable. PCA, principal component analysis. **(B)** Distribution of m^6^A-modified genes and non-m^6^A-modified genes in HL60 and HL60/ADR. **(C)** Top five conserved motifs identified from m^6^A peaks shared RRACH consensus sequences in both HL60 and HL60/ADR. **(D)** Enrichment of m^6^A peaks in different regions of transcripts, and m^6^A peaks were mostly enriched in 3′ UTR and CDS. UTR: untranslated region, CDS: coding sequence. **(E)** Percentage of genes harboring a different number of m^6^A peaks.

M^6^A genes were defined as genes with m^6^A methylated peaks, and non-m^6^A genes were defined as genes without m^6^A methylated peaks. The number of m^6^A genes could be acquired by MeRIP-seq results of IP versus input samples, whereas non-m^6^A genes could only be detected in input samples. 

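Among genes with a mean FPKM of 1 or more, the strongest m6A peak of HL60 lay in the 5′ UTR of SLC15A3, which encodes a lysosomal peptide and histidine transporter (chromosome 11, 60951606 to 60952530). Its fold enrichment was 568, and peaks of MORF4L1, FBXW4, SNX8 and PARVG followed with fold enrichments of 217, 167, 159 and 151. In HL60/ADR, the strongest peak lay in the 5′ UTR of the zinc finger gene ZNF316 (chromosome 7, 6642239 to 6654449), with a fold enrichment of 960. CRACD, the tyrosine phosphatase gene PTPN12, RPGR and PARVG followed in HL60/ADR with 578, 512, 302 and 221. PARVG, which encodes a parvin of focal adhesions, carried its peak in the 3′ UTR in both lines. At a fold enrichment of 2 or more, HL60 had 33314 peaks in 14707 genes and HL60/ADR had 33863 peaks in 14604 genes, so the order of the lines turned for peaks. With a false discovery rate of at most 1e-05 and a fold enrichment of 4 or more, HL60 kept 8981 peaks in 6292 genes and HL60/ADR kept 13241 peaks in 8391 genes. Of the genes with a peak, 10142 in HL60 and 10016 in HL60/ADR had a mean FPKM of 0.5 or more in that line.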

In our study, a total of 40,550 m^6^A methylated peaks representing 15,640 genes were detected in HL60, and 38,834 m^6^A methylated peaks representing 15,285 genes were detected in HL60/ADR. There were only 2998 genes with 23,004 m^6^A methylated peaks detected in HL60 and 2643 genes with 21,281 m^6^A methylated peaks found in HL60/ADR. 

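Genes that carried a peak in 1 line alone had low expression. Their median FPKM in HL60 was 0.181 for the 2424 listed genes with a peak in HL60 alone, against 3.82 for genes with a peak in both lines. In HL60/ADR, it was 0.184 for the 2133 listed genes with a peak in HL60/ADR alone, against 3.08 for genes with a peak in both. Of the 765 tested genes with a peak in HL60 alone, limma called 170 lower and 46 higher in HL60/ADR. Of the 675 tested genes with a peak in HL60/ADR alone, it called 42 lower and 139 higher. The genes with a peak in 1 line alone held 4345 peaks in HL60, with a median fold enrichment of 6.62, and 3764 peaks in HL60/ADR, with a median fold enrichment of 7.09. Both medians fall on whole steps of fold enrichment (6 in HL60 and 8 in HL60/ADR), which are described further below.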

There were 12,642 genes with 17,546 m^6^A methylated peaks detected in HL60 and 12,642 genes with 17,553 m^6^A methylated peaks detected in HL60/ADR (Figure 1B). 

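The 12642 genes methylated in both lines were 80.8% (80.2% to 81.4%) of the HL60 genes with a peak and 82.7% (82.1% to 83.3%) of those in HL60/ADR. They held 36205 peaks in HL60 and 35070 in HL60/ADR. Counted by position, 28893 HL60 peaks (71.3%, 70.8% to 71.7%) shared at least 1 base with a HL60/ADR peak, and 11657 did not. In HL60/ADR, 28299 peaks (72.9%, 72.4% to 73.3%) shared a base with a HL60 peak, and 10535 did not. When 50% of both peaks had to overlap, the shares were 47.1% in HL60 and 49.2% in HL60/ADR.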

Motif enrichment analysis showed that conserved motifs identified from m^6^A peaks shared RRACH consensus sequences in both HL60 and HL60/ADR (Figure 1C) (Fu et al., 2014).

To analyze transcriptome-wide m^6^A distribution in two cell lines, we divided m^6^A methylated peaks into 5′ untranslated region (UTR), coding sequence (CDS, including first exon and other exons), and 3′ UTR according to their locations in RNA transcripts. All in all, peaks were mainly enriched in CDS and 3′UTR of mRNA in both cell lines (Figure 1D). 

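The 3′ UTR held the largest share of peaks in both lines, 18629 in HL60 (45.9%, 45.5% to 46.4%) and 17532 in HL60/ADR (45.1%, 44.7% to 45.6%). Exons, first and other, held 13130 peaks in HL60 (32.4%) and 12796 in HL60/ADR (33.0%). Of these, 4876 in HL60 and 4725 in HL60/ADR lay in first exons, and 8254 and 8071 in other exons. The 5′ UTR held 21.7% (21.3% to 22.1%) and 21.9% (21.5% to 22.3%). The largest gap between the lines, in the 3′ UTR, was under 1 percentage point, and the lines could be compared only as pooled lists.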

In our study, peaks with fold enrichment (FC) ≥2 and *p*<0.05 were defined as m^6^A peaks. 

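Of the genes with a peak of fold enrichment 2 or more, those with 2 peaks made up 25.0% in HL60 and 25.8% in HL60/ADR. Genes with 3 peaks made up 13.6% and 14.1%, and genes with 4 peaks 7.09% and 7.65%. Genes with 5 peaks made up 4.03% and 4.25%, and genes with 6 peaks 2.15% and 2.37%. More than 10 peaks were found in 78 genes of HL60 and in 70 genes of HL60/ADR. PCDHGA2, in a cluster of protocadherin genes that share their last exons, had the most peaks in both lines, 122 in HL60 and 57 in HL60/ADR.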

Genes with one to four m^6^A peaks accounted for 90.57% (13,320/14,707) of all genes with m^6^A peaks in HL60 and 90.12% (13,161/14,604) of all genes with m^6^A peaks in HL60/ADR. 

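Genes with 2 or more peaks were more numerous than genes with a single peak in both lines. In HL60, 8111 genes had 2 or more peaks (55.2%, 54.3% to 56.0%), and in HL60/ADR 8391 genes did (57.5%, 56.7% to 58.3%). The intervals for a single peak were 44.0% to 45.7% in HL60 and 41.7% to 43.3% in HL60/ADR. With the stricter threshold (a false discovery rate of at most 1e-05 and a fold enrichment of 4 or more), genes with a single peak made up 69.4% in HL60 and 62.2% in HL60/ADR.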

About 44.8% (6596/14,707) and 42.5% (6213/14,604) of all m^6^A-modified genes had the unique m^6^A peak in HL60 and HL60/ADR, respectively (Figure 1E).

### Analysis of Differentially m^6^A-Modified Genes and m^6^A Peaks

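Peaks that overlapped 1 to 1 in both lines gave 16544 pairs in 9787 genes, and fold enrichment was higher in HL60/ADR in 68.0% of the pairs (67.2% to 68.7%). The median ratio of HL60/ADR to HL60 was 1.27. Among genes with a mean FPKM of 1 or more in both lines, the steepest rise was in an exon of PPP1R12C, which encodes a regulatory subunit of myosin phosphatase, from 5.78 to 106 (chromosome 19, 55096918 to 55098787). RCSD1 rose from 3.49 to 56.8, the lysosomal gene MFSD8 from 2.14 to 33.7, and POLD4, a subunit of DNA polymerase delta, from 2.65 to 40.8. GOLGA8B rose from 1.68 to 24.1 (chromosome 15, from 34527604). A HL60/ADR peak with the same start and the same fold enrichment is annotated to MIR1233-2, a gene of Table 2. These are ratios of the deposited fold enrichments without a test of reads.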

A total of 4,437 differentially methylated m6A peaks within 3,461 genes have been found between HL60 and HL60/ADR. Among them, 3,587 differential m^6^A peaks within 2,790 genes were hyper-methylated, and 850 m^6^A peaks within 671 genes were hypo-methylated (Table 1; Figure 2A). 

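More pairs rose than fell beyond 2-fold. In HL60/ADR, 3137 pairs in 2769 genes were over 2-fold higher, and 795 pairs in 758 genes were over 2-fold lower. The steepest falls were in the ribosomal protein pseudogene RPL23AP7, from 77.3 in HL60 to 4.72 in HL60/ADR, and in the 3′ UTR of YIPF4, a Golgi membrane protein, from 33.1 to 2.11. In the 5′ UTR, FAM234A fell from 21.0 to 1.63, and CCDC28A from 15.5 to 1.65, and the zinc finger gene ZMYM2 had a log2 ratio of -3.25. Of the pairs over 2-fold higher, 1537 lay in the 3′ UTR, 634 in the 5′ UTR, 411 in first exons and 555 in other exons. Of those over 2-fold lower, 278 lay in the 3′ UTR, 206 in the 5′ UTR, 134 in first exons and 177 in other exons. With the stricter threshold, 1136 pairs were over 2-fold higher and 101 over 2-fold lower.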

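Pairs of overlapping peaks were also counted by gene, among the genes with a HL60/ADR peak. A pair over 2-fold higher in HL60/ADR was found in 18.5% of these genes (17.9% to 19.1%), and a pair over 2-fold lower in 5.02% (4.68% to 5.38%).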

In general, up-regulated methylated m^6^A-modified genes accounted for 18.25% of m^6^A-labeled genes in HL60/ADR, and down-regulated methylated m^6^A-modified genes accounted for 4.39% of m^6^A-labeled genes in HL60/ADR. Up-regulated methylated m^6^A-modified genes with fold enrichment of m^6^A-methylated peaks at <5, 5–10, 10–20, and >20 accounted for 20.23, 20.61, 28.57, and 44.59% of m^6^A-labeled genes, respectively, in HL60/ADR. 

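The share of genes with a pair over 2-fold higher grew with the fold enrichment of their HL60/ADR peaks. It was between 18.2% and 19.8% (the interval of 95%) of the 9323 genes with a peak of fold enrichment under 5 and 21.5% (20.7% to 22.4%) of the 8752 genes with a peak from 5 to 10. It was 32.2% (30.9% to 33.6%) of the 4480 genes from 10 to 20 and 44.1% (41.4% to 46.8%) of the 1303 genes at 20 or more. A gene with several peaks counts in each range, and ranges set on HL60/ADR peaks favor rises in the upper ranges. For the 275 pairs whose HL60 peak had a fold enrichment of 20 or more, 7.27% were over 2-fold higher and 44.0% over 2-fold lower in HL60/ADR.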

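Genes with a pair over 2-fold lower made up 6.68% (6.19% to 7.21%) of genes with a HL60/ADR peak under 5 and 5.62% (5.16% to 6.12%) from 5 to 10. From 10 to 20 the share was 5.18% (4.57% to 5.87%), and at 20 or more it was 5.14% (4.07% to 6.48%).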

Down-regulated methylated m^6^A-modified genes with fold enrichment of m^6^A-methylated peaks at <5, 5–10, 10–20, >20 accounted for 6.03, 4.71, 4.00, and 4.45% of m^6^A-labeled genes, respectively, in HL60/ADR (Figures 2B,C). The top ten up-regulated and down-regulated methylated m^6^A-modified genes with the highest fold enrichment are shown in Tables 2, 3, of which 4 out of 20 were >100-fold.

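All 10 regions of Table 2 lay under a HL60/ADR peak, and 1 of them lay under a HL60 peak as well. LINC01694, a long noncoding RNA, had the strongest of these peaks, with a fold enrichment of 134. The sulfotransferase gene SULT1A4 had 39.6, FP565260 had 31.9, and THADA and EPM2A, the gene of the phosphatase laforin, had 30.2 each. ANTXR2, an anthrax toxin receptor, was the gene with a peak in both lines, at 3.31 in HL60 and 15.1 in HL60/ADR. All 10 regions of Table 3 lay under a HL60 peak and 0 under a HL60/ADR peak. NSF, an ATPase of membrane fusion, had a fold enrichment of 138 in HL60, and 2 regions of NAIP, an inhibitor of apoptosis, had 48.6. Many fold enrichments are, at their 3 significant digits, a whole multiple of 1 step, 1.104 in HL60 and 0.8865 in HL60/ADR. Counted from 6 to 40 steps, they included the peaks at 4 of the 10 regions of Table 2, FP565260 and ANTXR2 among them. The same held at 7 of the 10 regions of Table 3. Values above 40 steps, such as the 48.6 of NAIP, were not counted. NSF's input expression was 17.9 ± 0.055 FPKM (SD, n = 2) in HL60 and 19.6 ± 0.41 (SD, n = 2) in HL60/ADR, a log2 fold change of 0.12 with an adjusted p of 0.0162 from limma, and of 0.0764 without HL60 replicate 1. Of the 20 regions, 13 lay in genes with a mean FPKM under 1 in both lines, and the genes had been chosen by the paper from these libraries.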

**TABLE 1:** Total numbers of differentially methylated peaks and relative genes.

Item	Up-methylated peak	Up-methylated gene	Down-methylated peak	Down-methylated gene
mRNA	3587	2790	850	671

**FIGURE 2:**
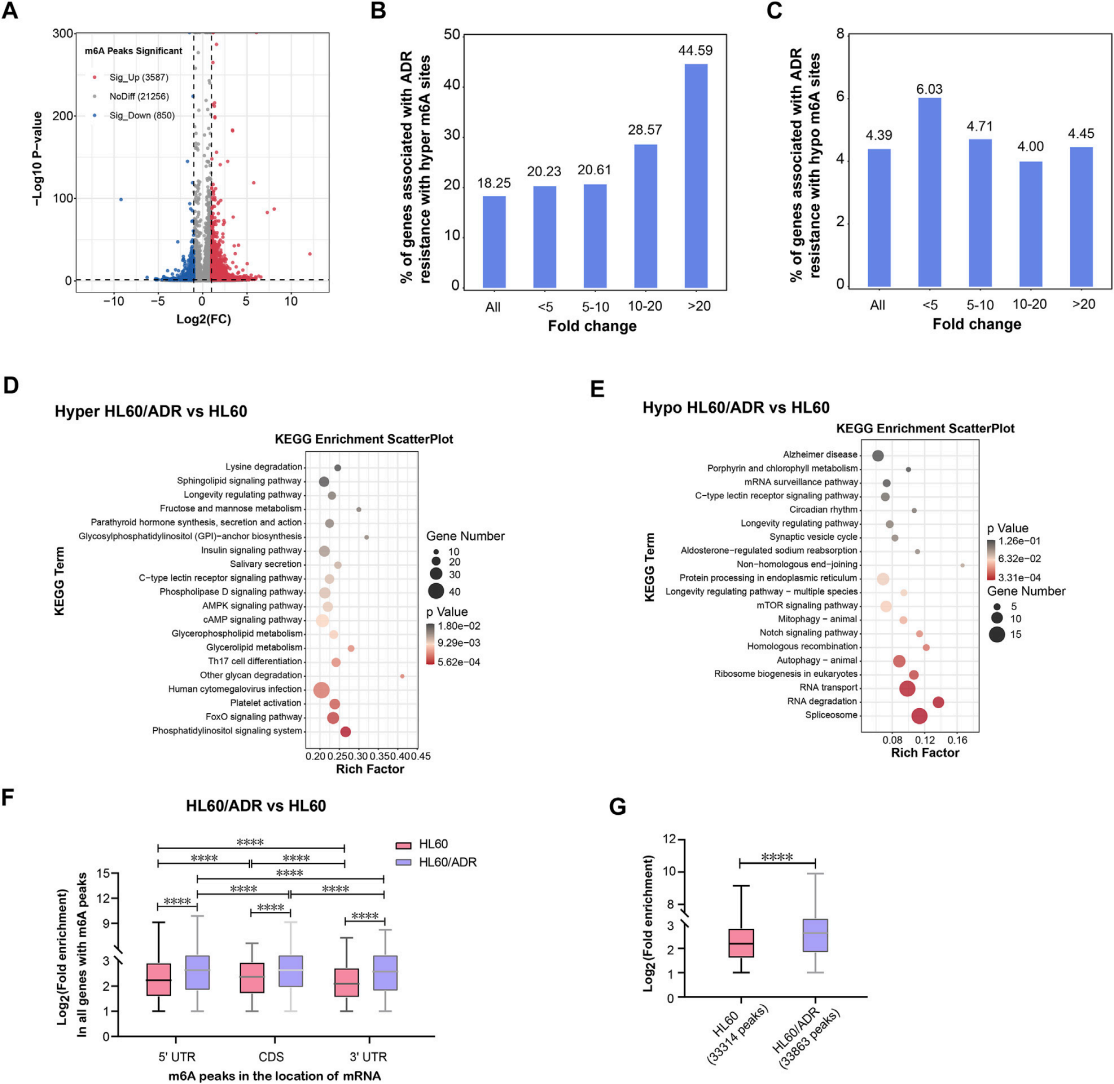
Analysis of differentially methylated m^6^A-modified mRNAs. **(A)** Volcano plot of differential m^6^A peaks. Red and blue dots represent hyper-methylated and hypo-methylated peaks, respectively. **(B)** Percentage of hyper-methylated genes in all genes with m^6^A modification in HL60/ADR cells. **(C)** Percentage of hypo-methylated genes in all genes with m^6^A modification in HL60/ADR cells. **(D,E)** KEGG pathway analysis of genes with hyper- **(D)** or hypo-methylated **(E)** m^6^A peaks in HL60/ADR compared with HL60. Rich factor, significant gene number/background gene number. KEGG, Kyoto Encyclopedia of Genes and Genomes. **(F)** Fold enrichment of all m^6^A peaks in different locations of mRNA. *p<0.05, ****p<0.0001. NS, no significance. **(G)** Comparison of fold enrichment of all m^6^A peaks in HL60 and HL60/ADR. ****p<0.0001.

**TABLE 2:** Top ten up-regulated methylated m^6^A-modified RNAs.

Chromosome	Start	End	Gene name	Log2(fold enrichment) *
chr21	45593654	45595448	LINC01694	12.10
chr16	29457604	29461526	SULT1A4	8.07
chr16	29457606	29458219	SLX1B	7.29
chr2	43233281	43233394	THADA	6.56
chr6	145629086	145629386	EPM2A	6.32
chr15	34528020	34528647	MIR1233-2	6.06
chr12	54146866	54147225	AC023794	6.02
chr4	80079856	80080180	ANTXR2	5.98
chr21	5026457	5028091	FP565260	5.98
chr17	81304454	81304988	LINC00482	5.86

*HL60/ADR vs. HL60.

**TABLE 3:** Top ten down-regulated methylated m^6^A-modified RNAs.

Chromosome	Start	End	Gene name	Log2(fold enrichment) *
chr17	46640120	46674590	NSF	-9.21
chr19	38251266	38251443	PPP1R14A	-6.27
chr1	118884304	118884484	TBX15	-5.32
chr5	70983858	70984097	NAIP	-5.32
chr2	100970857	100974825	NPAS2	-5.25
chr14	76263359	76263474	AC016526	-5.17
chr17	46514430	46514639	LRRC37A2	-5.17
chr5	70985504	70985923	NAIP	-5.11
chr7	144187372	144187762	ARHGEF35	-5
chr17	1936439	1937036	RTN4RL1	-4.70

*HL60/ADR vs. HL60.

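FoxO transcription factors govern resistance to stress and survival. Of 73 genes of FoxO signaling with a shared peak, 26 had a pair over 2-fold higher, 35.6% against 27.2% of the 3244 genes with a pathway (one-sided Fisher's exact test, p = 0.0690, adjusted p = 0.917). Among Notch signaling genes, 4 of 28 had a pair over 2-fold lower, 14.3% against 7.21% (Fisher's exact test, p = 0.139, adjusted p = 1). Pairs over 2-fold lower were found in 3 of 106 genes of RNA transport, 4 of 53 of RNA degradation and 3 of 59 of ribosome biogenesis in eukaryotes, each with an adjusted p of 1. Of 306 KEGG pathways, 0 passed the adjusted threshold in either direction. The smallest adjusted p was 0.372 for higher pairs, shared by inositol phosphate metabolism (24 of 52 genes) and herpes simplex virus 1 infection (77 of 213), and 0.935 for lower pairs. At an unadjusted p under 0.05, 16 pathways stood out for higher and 10 for lower pairs. The background was the genes with a shared peak, since only these could change in this comparison.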

KEGG (Kyoto Encyclopedia of Genes and Genomes) pathway analysis revealed that hyper-methylated m^6^A-modified genes in HL60/ADR were involved in the FoxO signaling pathway, while hypo-methylated m^6^A-modified genes were enriched in Notch signaling pathways, RNA transport, RNA degradation, and ribosome biogenesis in eukaryotes (Figures 2D,E).

Then, we analyzed fold enrichment of m^6^A peaks in different locations of mRNA between IP and input samples in both HL60 and HL60/ADR. The results showed that fold enrichment of m^6^A peaks in 5′UTR was higher than that in 3′UTR, and fold enrichment of m^6^A peaks in CDS was higher than that in both 5′UTR and 3′UTR in HL60 and HL60/ADR cells (Figure 2F). 

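In HL60, peaks in exons had a median fold enrichment of 5.18 (5.05 to 5.34), those in the 5′ UTR 4.71 (4.60 to 4.83) and those in the 3′ UTR 4.27 (4.21 to 4.34). In HL60/ADR, the medians were 6.21 (6.21 to 6.50) in exons, 6.21 (6.21 to 6.21) in the 5′ UTR and 5.99 (5.86 to 6.14) in the 3′ UTR. First exons stood above other exons, at 6.07 against 4.71 in HL60 and 7.09 against 6.21 in HL60/ADR. Among genes with a mean FPKM of 1 or more in both lines, the order of exons and 5′ UTR turned. In HL60, the interval of the median was 3.85 to 4.00 in exons and 4.04 to 4.22 in the 5′ UTR. In HL60/ADR, the median was 4.85 in exons and 5.62 in the 5′ UTR. The intervals are of 95% and rest on peaks, which are not replicates.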

When comparing fold enrichment of m^6^A peaks in different locations of mRNA between HL60 and HL60/ADR, the results showed that fold enrichment of m^6^A peaks in 5′ UTR was higher in HL60/ADR than that in HL60. 

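In the 5′ UTR, the quartiles of fold enrichment were 3.02 and 7.60 over 7378 peaks in HL60 and 3.55 and 9.75 over 7514 peaks in HL60/ADR. Across the 3572 pairs of overlapping peaks in the 5′ UTR, the median log2 ratio was 0.26 (0.23 to 0.28), and 17.7% of these pairs were over 2-fold higher in HL60/ADR.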

Similar results could be found in CDS and 3′ UTR of mRNA (Figure 2F). 

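Exons held 4676 pairs with a median log2 ratio of 0.25 (0.21 to 0.27), of which 20.7% were over 2-fold higher in HL60/ADR. The 3′ UTR held 8296 pairs with a median log2 ratio of 0.42 (0.40 to 0.43), of which 18.5% were over 2-fold higher. The 3′ UTR pairs thus had the largest median shift of the 3 regions. From the higher fold enrichment in each region, the paper proposes that the overall level of m6A peaks in HL60/ADR was raised. It also reports a dot blot with more m6A in HL60/ADR.

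**Figure D1:**
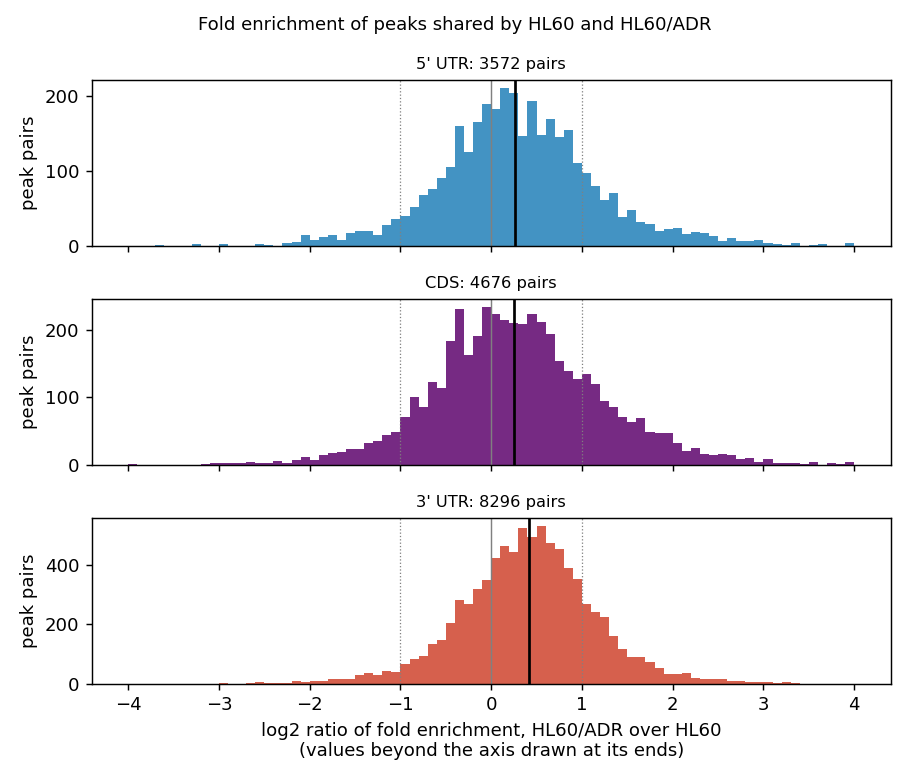
Histograms of the log2 ratio of fold enrichment, HL60/ADR over HL60, of peaks that overlap 1 to 1, by region (CDS stands for first and other exons). Black lines mark the medians, at 0.26 in the 5′ UTR, 0.25 in exons and 0.42 in the 3′ UTR, and dotted lines mark a 2-fold change.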

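Peaks of HL60/ADR were enriched more strongly than those of HL60 over the whole range of expression. In genes with a mean FPKM under 0.5, the median fold enrichment of all deposited peaks was 6.62 in HL60 and 7.98 in HL60/ADR. Both values lie on whole steps, 6 and 9, whose size differs between the lines. In genes from 1 to 5 FPKM the median was 3.57 and 4.88, and in genes at 20 or more it was 2.47 and 3.00. Over all peaks of fold enrichment 2 or more, the median was 4.57 in HL60 (quartiles 3.04 and 7.11) and 6.21 in HL60/ADR (quartiles 3.56 and 9.33), a difference of 0.44 on the log2 scale. Many values fell on whole steps of 1.104 in HL60 and 0.8865 in HL60/ADR: 18.3% of HL60 peaks and 26.3% of HL60/ADR peaks lay on 6 to 40 whole steps. Without these peaks, a choice made after the steps were seen, the difference was 0.21. Pairs in genes whose expression fell over 2-fold in HL60/ADR had a median log2 ratio of 0.54, against 0.17 in genes whose expression rose over 2-fold.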

Global analysis of fold enrichment between HL60 and HL60/ADR indicated that fold enrichment of m^6^A peaks increased in HL60/ADR compared with that in HL60 (Figure 2G).

### Analysis of Differentially Expressed Genes by RNA-Seq

By analyzing RNA-seq results of the input library between HL60 and HL60/ADR, we detected a total of 5,398 differentially expressed genes, of which 2,217 were up-regulated and 3,181 were down-regulated. 

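The same input libraries served as RNA-seq of poly(A) RNA. The authors computed FPKM per gene with StringTie and tested genes with edgeR at a log2 fold change over 1 and p under 0.05. Raw counts were not used here, so log2(FPKM + 1) of the 13053 genes was fitted with limma (trend = TRUE, two-sided), 2 libraries per line. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change beyond 1 in either direction. Members of gene lists were counted at the adjusted p alone. By that limit 79.7% of all 13053 tested genes passed, 4034 higher and 6367 lower, and counts of members are to be read against these. The p-values measure only the spread between these samples, which may be technical, since the legend of Figure 1A calls the pairs biologically duplicated without saying whether they were separate cultures. The depth of each gene in reads is not known, since FPKM carries no counts. Gene lists were tested with camera at a preset correlation of 0.01 and again with an estimated one. With 2 libraries per line, the estimated form has few degrees of freedom, so a failure there does not show correlated genes.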

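Genes of neutrophil granules and of late neutrophils were mostly higher in HL60/ADR, and the largest falls included proteins of eosinophils. CLC, the Charcot-Leyden crystal protein of eosinophils, dropped from 1597 ± 12 FPKM (SD, n = 2) to 1.02 and 1.07 in the HL60/ADR replicates, a log2 fold change of -9.61 (adjusted p = 6.2e-07 from limma). EPX, eosinophil peroxidase, had a log2 fold change of -6.20, and HDC, the enzyme that makes histamine, of -4.17. CTSG, the granule protease cathepsin G, rose from 6.72 ± 1.6 to 807 ± 17 FPKM (log2 fold change 6.73, adjusted p = 1.7e-05), and BPI, a bactericidal granule protein, had 6.01. Of 16 tested genes of the list named azurophil granule proteins, 12 were higher and 4 lower (12 and 4 adjusted over the list alone), with AZU1 at 3.69 (camera adjusted p = 0.00201, and 0.371 with an estimated correlation). The list is not purely azurophil, since it also holds the protease inhibitor gene SERPINB1, at 2.50, and the eosinophil gene EPX, its lowest value. Of 12 late neutrophil genes, 11 were higher and 1 lower (11 and 1 adjusted over the list alone), among them S100A9 at 3.31 and the integrin gene ITGAM at 2.31 (camera adjusted p = 1.3e-04, and 0.289 with an estimated correlation). Among the other large rises, HGF, hepatocyte growth factor, had 5.61, PSTPIP2, an adaptor of the cytoskeleton, 5.44, and CD3D, a chain of the T cell receptor complex, 5.19. RHOXF2B had 5.90, OVAAL 5.83 and the peroxiredoxin gene PRDX2 4.97. TRBV6-5 was listed at 0 in HL60 and had 31.9 FPKM in HL60/ADR. The other large falls were KCNH2 at -5.66, PPP1R27 at -5.76, AOC1 at -4.75, IL9R at -4.61, RNVU1-18 at -5.68 and UBB at -6.26, with HL60/ADR replicates of 4.80 and 0.0735 FPKM for UBB. The azurophil call ended with quantile normalization (camera adjusted p = 0.0607). In all, 1165 genes were called higher and 1798 lower in HL60/ADR. With each library centred on its median, where the shift of medians was -0.21, 1659 were higher and 1169 lower, so the larger direction turned. It also turned with quantile normalization, with 1418 higher and 1354 lower. A pseudocount of 0.1 in place of 1 gave 1778 and 2712, and genes with a mean FPKM of 5 or more gave 627 and 1021.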

We also discovered 3,914 up-regulated transcripts and 3,770 down-regulated transcripts (Figures 3A,B). 

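Genes of DNA replication and of mitosis were lower in HL60/ADR. Of 43 DNA replication genes, 38 were lower and 2 higher in HL60/ADR (38 and 2 adjusted over the list alone), with the sliding clamp gene PCNA at a log2 fold change of -1.65 and the helicase genes MCM4, MCM3 and MCM2 at -1.54, -1.27 and -1.16. Of 45 mitotic genes, 40 were lower and 2 higher (40 and 2 adjusted over the list alone), among them the phosphatase gene CDC25A at -2.66, MKI67 at -1.53 and TOP2A, a target of Adriamycin, at -1.25. Of 37 genes of the Fanconi anaemia and recombination pathways, 29 were lower and 4 higher (30 and 4 adjusted over the list alone), with BRCA1 at -1.85, and their call ended among genes with a mean FPKM of 5 or more (camera adjusted p = 0.0730). Camera's adjusted p was 3.1e-06, 3.0e-06 and 0.00284 for the 3 lists, and 0.279, 0.279 and 0.288 with an estimated correlation. Mismatch and base excision repair went both ways, with 13 of 23 genes lower and 7 higher (the same counts adjusted over the list alone), and UNG at -2.55 (camera adjusted p = 0.543). Replication-dependent histones, whose RNA has no poly(A) tail, were listed as a check of RNA quality, since the libraries held poly(A) RNA. They had 9 of 14 genes higher and 1 lower (9 and 1 adjusted over the list alone), with H2BC21 at 3.08 (camera adjusted p = 0.00717, and 0.371 with an estimated correlation). These values cannot stand for the level of histone RNA in the cells.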

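Most genes of sterol synthesis and of a list that joins glycolysis and the hypoxia response were higher in HL60/ADR. Of 23 genes of cholesterol synthesis and uptake, 19 were higher and 3 lower (19 and 3 adjusted over the list alone), with STARD4 at 2.73, MVD at 2.59, FDFT1 at 2.21 and HMGCS1 at 2.15 (camera adjusted p = 6.4e-07, and 0.279 with an estimated correlation). Of 33 genes of glycolysis and the hypoxia response, 31 were higher and 1 lower (31 and 1 adjusted over the list alone), with BHLHE40 at a log2 fold change of 3.07, NDRG1 at 2.43 and the glucose transporter gene SLC2A3 going from 23.4 to 224 FPKM (camera adjusted p = 1.3e-12, and 0.289 with an estimated correlation). The KEGG pathway of glycolysis and gluconeogenesis, without the hypoxia response, had 6 of 40 genes called higher and 3 lower, and did not pass (one-sided Fisher's exact test for higher genes, p = 0.150, adjusted p = 1). The efflux pump gene ABCC1, also known as MRP1, rose from 29.3 ± 0.0052 to 280.4 ± 3.7 FPKM (SD, n = 2), a log2 fold change of 3.22, while ABCC4 had -1.86. Of 6 tested efflux genes, 2 were higher and 4 lower (2 and 4 adjusted over the list alone, camera adjusted p = 0.794, with the direction of the test turning without the filter on FPKM). Of 21 genes of anthracycline targets and metabolism, 15 were lower and 5 higher (15 and 5 adjusted over the list alone, camera adjusted p = 0.116, and 0.0307 with quantile normalization). Among these, the quinone reductase gene NQO1 had -2.72, TXNRD1 -2.51 and the catalase gene CAT 1.60.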

The heat map of differentially expressed genes is shown in Figure 3C.

**FIGURE 3:**
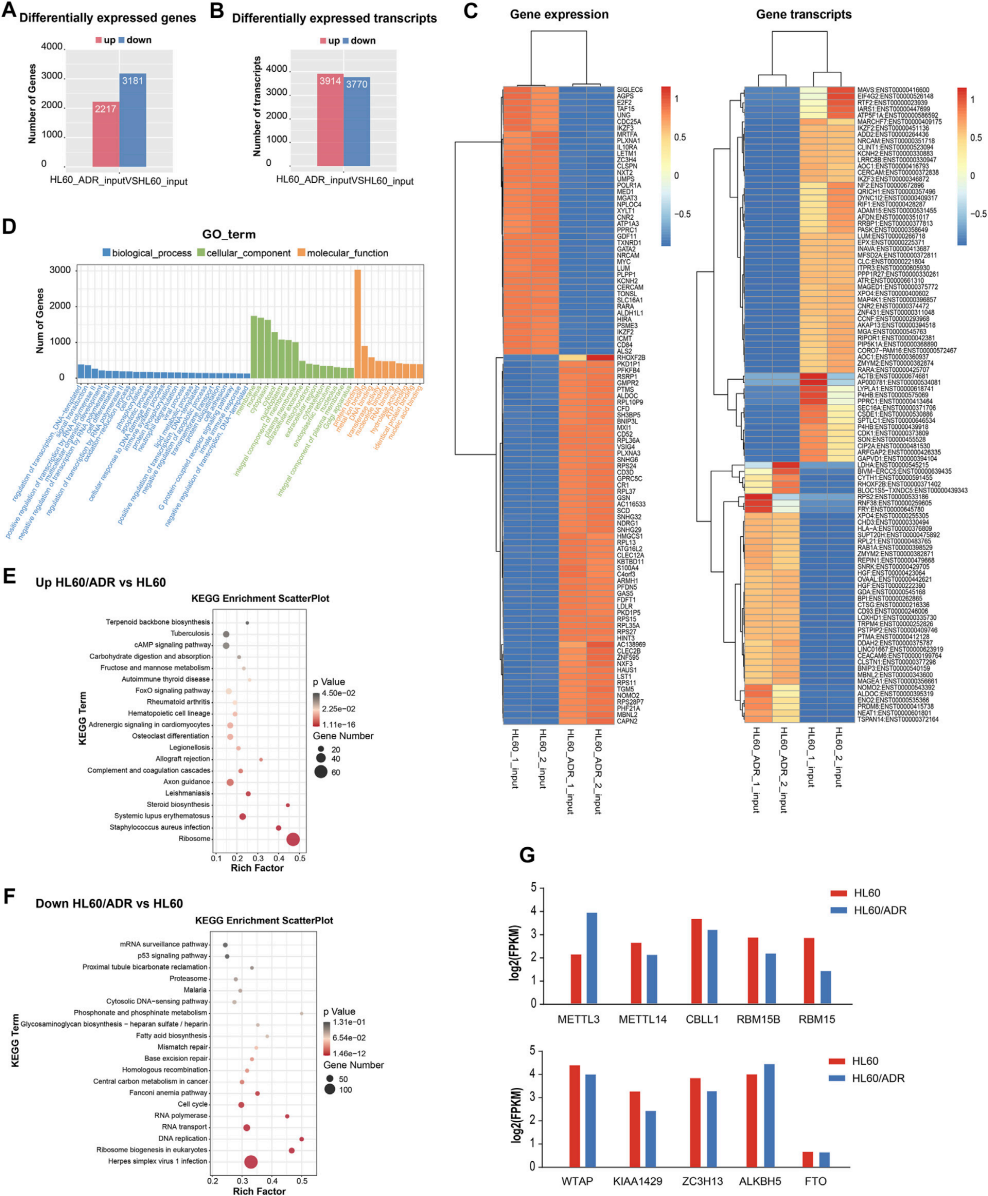
Analysis of differentially expressed genes by RNA-seq. **(A)** Numbers of differentially expressed genes. **(B)** Numbers of differentially expressed transcripts. **(C)** Heat map of differentially expressed genes and transcripts. **(D)** GO analysis included analysis of the biological process, cellular component, and molecular function. GO, Gene Ontology. **(E,F)** Pathway analysis of up-regulated genes **(E)** and down-regulated genes **(F)**. Rich factor, significant gene number/background gene number. KEGG, Kyoto Encyclopedia of Genes and Genomes. **(G)** Analysis of the expression level of ten m^6^A writers and erasers by RNA-seq in HL60 and HL60/ADR.

Gene Ontology (GO) analysis revealed that the biological process was mainly enriched in the regulation of transcription and signaling transduction process. The cellular component was mainly enriched in the membrane, nucleus, cytoplasm. The molecular function was mainly enriched in protein binding function (Figure 3D). 

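Genes for the proteins of the ribosome rose while genes that build the ribosome fell. Of 80 cytosolic ribosomal protein genes, 79 were higher in HL60/ADR and 1 was lower (79 and 1 adjusted over the list alone), with a median log2 fold change of 1.39. RPS27 rose from 249 ± 4.6 to 1261 ± 2.2 FPKM (SD, n = 2), a log2 fold change of 2.33, and RPL13, RPS15 and RPL35A had 2.29, 2.25 and 2.11. Of 79 genes of ribosome biogenesis, 75 were lower and 2 higher (75 and 2 adjusted over the list alone), with a median of -1.06. BOP1 and WDR43, which take part in processing ribosomal RNA, had -2.15 and -1.75, the nucleolar phosphoprotein gene NOLC1 -2.13 and the helicase gene DDX21 -1.97. Of 23 subunit genes of RNA polymerases I and III, 20 were lower and 2 higher (20 and 3 adjusted over the list alone), among them CD3EAP at -2.68 and POLR1B at -1.88. Camera's adjusted p was 1.7e-29, 3.3e-10 and 0.00341 for these 3 lists, and 0.279, 0.279 and 0.288 with an estimated correlation. Mitochondrial ribosomal protein genes went the other way from the cytosolic ones, with 53 of 76 lower and 11 higher (53 and 11 adjusted over the list alone), and MRPL15 at -1.42 (camera adjusted p = 0.00692, 0.387 with an estimated correlation and 0.0730 among genes with a mean FPKM of 5 or more).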

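Genes of FoxO signaling went both ways, with 36 of 91 higher and 43 lower (36 and 43 adjusted over the list alone). The mitophagy gene BNIP3 had 2.77, the kinase genes SGK1 and PLK1 2.35 and -1.36, and FOXO3 0.37, whose adjusted p was 0.0712 from limma without HL60/ADR replicate 2. Of 56 genes of p53 signaling, 32 were lower and 19 higher (32 and 19 adjusted over the list alone), with the cyclin genes CCNE1 at -2.57 and CCNE2 at -2.50 and with CCNG2 at 1.67. Camera's adjusted p was 0.443 for FoxO, where the median of -0.020 and the test's upward direction differ in sign, and 0.555 for p53. Notch signaling had 15 of 40 genes higher and 19 lower (15 and 19 adjusted over the list alone), with RBPJ at 1.83, JAG1 at 1.51, NOTCH2 at -1.01 and MFNG at -0.97 (camera adjusted p = 0.787, with a median of -0.045 and an upward direction of the test). In the authors' KEGG annotation of 4327 tested genes, called higher genes were over-represented in the ribosome pathway (62 of 130 genes, adjusted p = 2.8e-29), Staphylococcus aureus infection (11 of 23, 2.4e-04), steroid biosynthesis (8 of 16, 0.00304) and complement and coagulation (9 of 27, 0.0321) by one-sided Fisher's exact tests. Called lower genes were over-represented in ribosome biogenesis (28 of 73, 0.00149), DNA replication (17 of 35, 0.00149) and RNA polymerase (14 of 31, 0.0168). FoxO signaling had 11 of 93 genes called higher (Fisher's exact test, p = 0.220, adjusted p = 1), and p53 signaling 8 of 62 called lower (p = 0.823, adjusted p = 1).

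**Figure D2:**
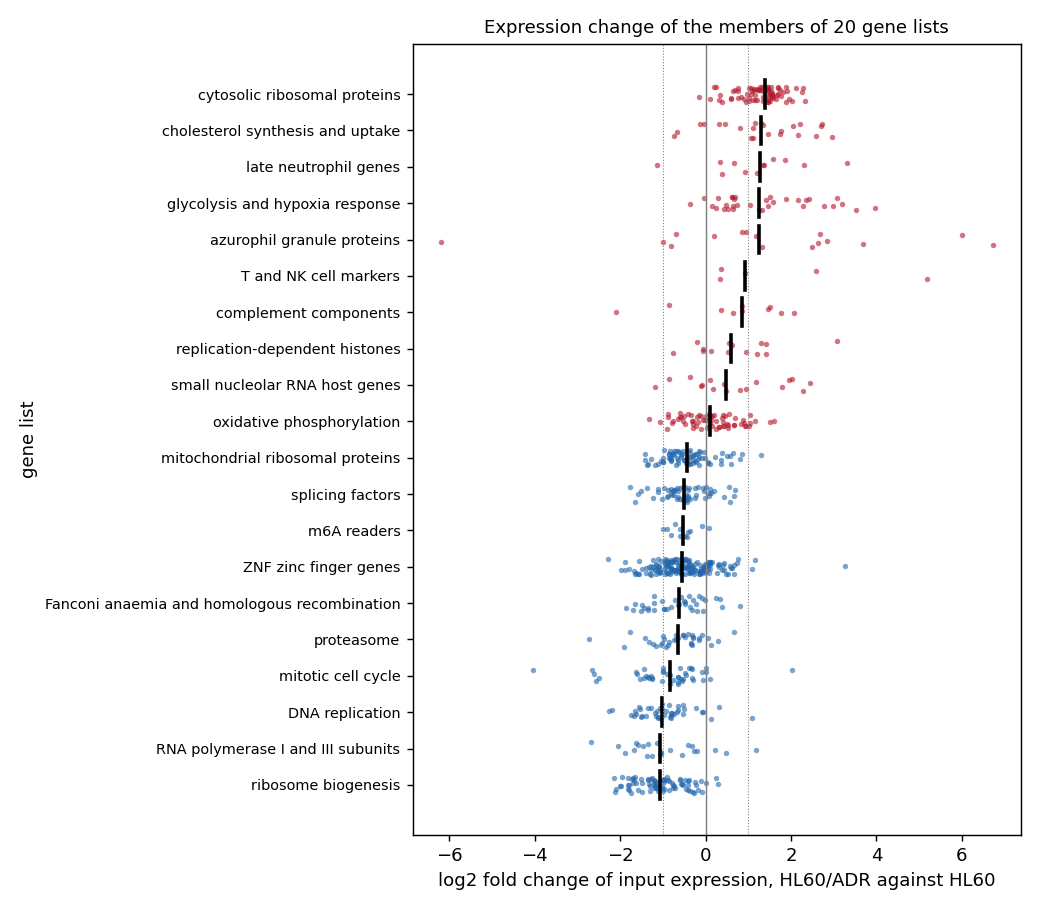
Log2 fold change of input expression, HL60/ADR against HL60, of each tested member (dots) of the 20 gene lists whose camera adjusted p was under 0.05, with each list's median as a black line. Cytosolic ribosomal proteins have the highest median, 1.39, and ribosome biogenesis the lowest, -1.06. With an estimated correlation 0 lists passed, but that form of the test has few degrees of freedom here.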

KEGG pathway analysis showed that up-regulated genes were enriched in the FoxO signaling pathway and the ribosome pathway (Figure 3E), and down-regulated genes were enriched in the p53 signaling pathway and ribosome biogenesis in eukaryotes (Figure 3F).

To analyze the expression level of ten m^6^A writers and erasers in RNA-seq data, we found an increase in METTL3 and ALKBH5 gene expression levels and a decrease in other m^6^A-related enzymes in HL60/ADR cells compared with HL60 cells (Figure 3G).

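METTL3, the catalytic subunit of the m6A writer complex, was the enzyme with the largest rise. METTL3 (ENSG00000165819, chromosome 14, 21498133 to 21511342) went from 4.29 ± 0.092 to 14.9 ± 0.18 FPKM (SD, n = 2), a log2 fold change of 1.59 (standard error 0.034, adjusted p = 1.6e-05 from limma). The demethylase gene ALKBH5 rose from 16.0 ± 0.36 to 21.7 ± 0.034 FPKM, a log2 fold change of 0.42. METTL14, the partner of METTL3, had -0.44, and WTAP, which holds the complex together, had -0.38. VIRMA (KIAA1429) had -0.73, ZC3H13 -0.52, CBLL1 -0.43, RBM15 -0.58 and RBM15B -1.15, all of them lower in HL60/ADR. The demethylase gene FTO was at 1.58 ± 0.083 and 1.56 ± 0.028 FPKM (SD, n = 2), a log2 fold change of -0.010 (adjusted p = 0.885 from limma), and its sign turned with each library centred on its median, to 0.20 (adjusted p = 0.0354). Of the 10 genes, 2 were higher and 7 lower (2 and 7 adjusted over the list alone), and camera's adjusted p was 0.439. The paper cites earlier work for this list, and its values in Figure 3G had been seen before this test. Readers of m6A were lower in 11 of 12 tested genes and higher in 1 (11 and 1 adjusted over the list alone), with YTHDF2 at -0.90, PRRC2A at -0.80 and RBMX at -0.44 (camera adjusted p = 0.0179, 0.324 with an estimated correlation and 0.0730 among genes with a mean FPKM of 5 or more). At the same limit for single genes, 6367 of all 13053 tested genes were lower and 4034 higher. Of 11 other RNA methyltransferase genes, 9 were lower and 2 higher (9 and 2 adjusted over the list alone), among them TRMT10C at -1.68, TRMT6 at -1.49 and NSUN2, a writer of 5-methylcytosine, at -1.47 (camera adjusted p = 0.0942, and 0.0135 without a filter on FPKM). Together with its RT-qPCR, Western blot and inhibitor data, the paper proposes from the rise of METTL3 an association of METTL3 with resistance to Adriamycin.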

### Conjoint Analysis of MeRIP-Seq and RNA-Seq Data

By analyzing the global expression level of genes with m^6^A modification in different locations of mRNA, we found that the expression level of genes with m^6^A peaks in CDS was lower than that in 5′UTR and 3′UTR. 

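In HL60, genes with a peak in exons had a median log2(FPKM + 1) of 1.31 and 1.33 in replicates 1 and 2 (7071 genes). Genes with a peak in the 3′ UTR had 2.43 in both replicates (9280 genes). In HL60/ADR, genes with an exon peak had 1.19 and 1.20 (6897 genes), and genes with a 3′ UTR peak had 2.21 in replicate 2 (9103 genes). A gene with peaks in several regions counts in each of them. The differences between regions were larger than those between replicates, and genes are not replicates, so no p-value is given.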

The expression level of genes with m^6^A peaks in 5′UTR was higher than that in 3′UTR in both HL60 and HL60/ADR cells (Figure 4A). 

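Genes with a peak in the 5′ UTR had a median log2(FPKM + 1) of 2.63 and 2.64 in the HL60 replicates (6044 genes) and of 2.41 in both HL60/ADR replicates (5810 genes). When only genes whose peaks all lay in 1 region were kept, the medians in HL60 replicate 1 were 2.27 for the 5′ UTR, 1.99 for the 3′ UTR and 0.40 for exons. In HL60/ADR replicate 1 they were 2.24, 1.86 and 0.37.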

Then, we wanted to know whether the number of m^6^A peaks was associated with gene expression level. Results showed that genes with more than one m^6^A peak seemed to have higher expression levels compared with genes with one m^6^A peak (Figure 4B), similar to the results of Chen et al. (2020).

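Genes with 1 deposited peak had a median log2(FPKM + 1) of 0.83 in both HL60 replicates (5293 genes), and genes with more than 1 had 2.31 and 2.32 (9266 genes). In HL60/ADR the medians were 0.94 and 0.93 for 1 peak (5113 genes) and 2.05 and 2.04 for more than 1 (9155 genes). Expression did not keep rising with the number of peaks: in HL60 replicate 1 it was 2.43 for 3 peaks, 2.53 for 4 peaks and 2.23 for 6 or more. Spearman's rho across genes was 0.22 in HL60 and 0.19 in HL60/ADR. Genes without a peak had a median of 0.063 in HL60 replicate 1 and 0.035 in HL60/ADR replicate 1. The difference of genes with more than 1 peak from genes with 1 peak was 1.49 in HL60 and 1.11 in HL60/ADR, and with a false discovery rate of at most 1e-05 and a fold enrichment of 4 or more it was 0.036 and 0.15. Among genes with a mean FPKM of 1 or more, it was -0.080 in HL60 and -0.14 in HL60/ADR (means of 2 replicates). This filter acts on expression, the value compared, and removed more of the genes with 1 peak: in HL60 it kept 2523 of 5293 of them and 6681 of 9266 genes with more.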

**FIGURE 4:**
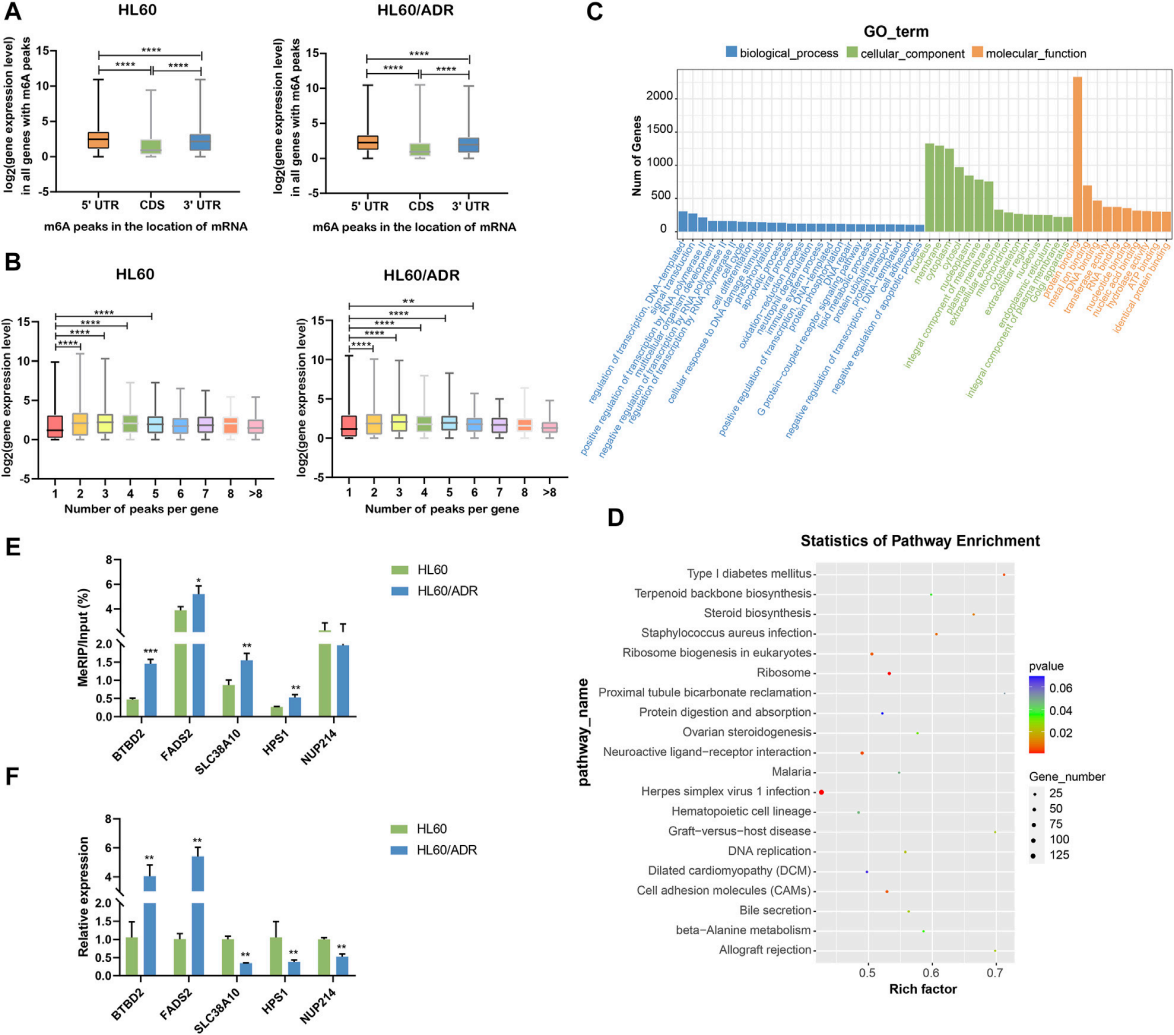
Conjoint analysis of MeRIP-seq and RNA-seq data. **(A)** Analysis of the expression level of all genes with m^6^A modification in different locations of mRNA. ****p<0.0001. **(B)** Analysis of the expression level of genes with a different number of m^6^A peaks. ***p<0.001, ****p<0.0001. **(C)** GO analysis of differentially expressed genes with m^6^A modification. GO, Gene Ontology. **(D)** KEGG pathway analysis of differentially expressed genes with m^6^A modification. Rich factor, significant gene number/background gene number. KEGG, Kyoto Encyclopedia of Genes and Genomes. **(E)** Validation of the m^6^A level by m^6^A IP-qPCR in five genes with differential m^6^A modification. Each group had three biological replicates. **(F)** Validation of the mRNA level by RT-qPCR in five genes with differential mRNA levels. Each group had three biological replicates.

GO analysis revealed important roles of regulation of transcription and signaling transduction played in biological process, nucleus, membrane and cytoplasm part played in a cellular component, and protein binding function played in molecular function. KEGG analysis showed that differentially expressed genes were mainly enriched in ribosome and ribosome biogenesis in eukaryotes (Figures 4C,D).

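The ribosome pathway led the changed genes that carried m6A, mostly with higher genes, while ribosome biogenesis and DNA replication passed only in the test of lower genes. Of the 10943 tested genes with a peak in either line, 919 were called higher and 1570 lower. A peak in either line was found in 84.0% of called genes (82.6% to 85.3%) and in 83.8% of all tested genes (83.2% to 84.5%). Among the 3965 genes with a peak and a pathway, the ribosome pathway had 49 of 96 genes changed, 41 higher and 8 lower (one-sided Fisher's exact test for changed genes, adjusted p = 1.2e-05). Steroid biosynthesis had 11 of 16 changed (adjusted p = 0.0483). Ribosome biogenesis had 27 of 68 changed (adjusted p = 0.157), of which 26 were lower (adjusted p = 0.00349 for lower genes), and DNA replication had 15 of 30 lower (adjusted p = 0.00349). Genes with pairs of peaks over 2-fold higher in HL60/ADR had lower expression there: of 2135 such genes, 400 were called lower and 106 higher, with a median log2 fold change of -0.34. Of 427 genes with pairs over 2-fold lower, 28 were called lower and 64 higher, with a median of 0.15. The 5165 genes with neither had a median of -0.22, and both groups differed from them (permutation across genes, p = 1e-05, the smallest that 100000 resamples give). Genes are not replicates of the cell lines, and fold enrichment is itself a ratio to the input.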

To further verify our MeRIP-seq data, we selected five genes with differential m^6^A modification, including BTBD2, FADS2, SLC38A10, HPS1, and NUP214. 

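FADS2, a fatty acid desaturase, and BTBD2 were higher in HL60/ADR input, and SLC38A10, an amino acid transporter, HPS1 and the nucleoporin gene NUP214 were lower. FADS2 rose from 7.09 ± 0.10 to 51.6 ± 1.0 FPKM (SD, n = 2), a log2 fold change of 2.70 (adjusted p = 7.2e-06 from limma). BTBD2 had a log2 fold change of 1.78, SLC38A10 -1.60, NUP214 -1.37 and HPS1 -1.06. The paper chose these 5 genes from these libraries, so the 2 higher and 3 lower (the same counts adjusted over the list alone, camera adjusted p = 0.949) are not independent evidence. In the 3′ UTR of BTBD2 (chromosome 19, 1985438 to 1985618 in HL60), fold enrichment was 3.31 in HL60 and 7.02 in HL60/ADR, and a further 3′ UTR peak (2013728 to 2014536) was in HL60/ADR alone, with 24.8, which is 28 whole steps. In the 3′ UTR of SLC38A10 (chromosome 17, 81244961 to 81247567), it was 6.74 and 14.7, and a further peak (81279964 to 81280622) had 5.10 in HL60/ADR alone. The 3′ UTR peak of FADS2 (chromosome 11, 61866784 to 61867324) had 37.9 in HL60 and 36.8 in HL60/ADR, while its 5′ UTR peak (61827407 to 61828479) had 11.2 and 28.6. The 5′ UTR peak of HPS1 (chromosome 10, 98446581 to 98453805) had 12.1 and 18.6, which are 11 and 21 whole steps of fold enrichment in their lines. NUP214 had a first exon peak (chromosome 9, 131230070 to 131230399) with 17.7 (16 whole steps) in HL60 and no peak there in HL60/ADR. Its 3′ UTR peak had 4.02 and 4.49. In its other exons the peak had 3.87 and 4.47.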

Then, we performed m^6^A IP-qPCR with gene-specific primers. Results showed that changes in m^6^A levels were similar to MeRIP-seq data in four out of five genes (80%, Figure 4E, Supplementary Table S4), suggesting the reliability of our sequencing data. Analysis of mRNA levels of these genes showed the same tendency as RNA-seq data (Figure 4F, Supplementary Table S4).

### Elevated Global m^6^A Level in HL60/ADR Cells and Prognostic Value of m^6^A-Related Enzymes in AML Patients

We performed a global analysis of m^6^A levels in HL60 and HL60/ADR cells. The result of dot blot experiment showed that the global m^6^A level in HL60/ADR was higher than that in HL60 (Figure 5A). To study the reason why the global m^6^A level elevated in ADR-resistant AML cells, we explored ten m^6^A-related enzymes, including METTL3, METTL14, CBLL1, RBM15B, RBM15, WTAP, KIAA1429, ZC3H13, ALKBH5, and FTO (Zhang et al., 2020). RT-qPCR results revealed that METTL3 expression level increased in HL60/ADR cells, while the expression level of METTL14, RBM15B, KIAA1429, and ZC3H13 decreased in HL60/ADR (Figure 5B). Western blot experiment further confirmed that the protein expression level of METTL3 was higher in HL60/ADR than in HL60 (Figure 5B). Then, we treated HL60/ADR cells with different concentrations of STM2457 (0, 5, 10, and 20 μmol/L) combined with ADR (0.5 μg/ml) for three days, the half-maximal inhibitory concentration (IC50) of STM2457 was 24.15 μmol/L, and the IC50 of ADR was 2.87 μg/ml. The IC50 of STM2457 in combined therapy was 22.29 μmol/L (Supplementary Figure S1). Results showed that the proliferation of HL60/ADR was inhibited in a dose-dependent manner (Figure 5C).

**FIGURE 5:**
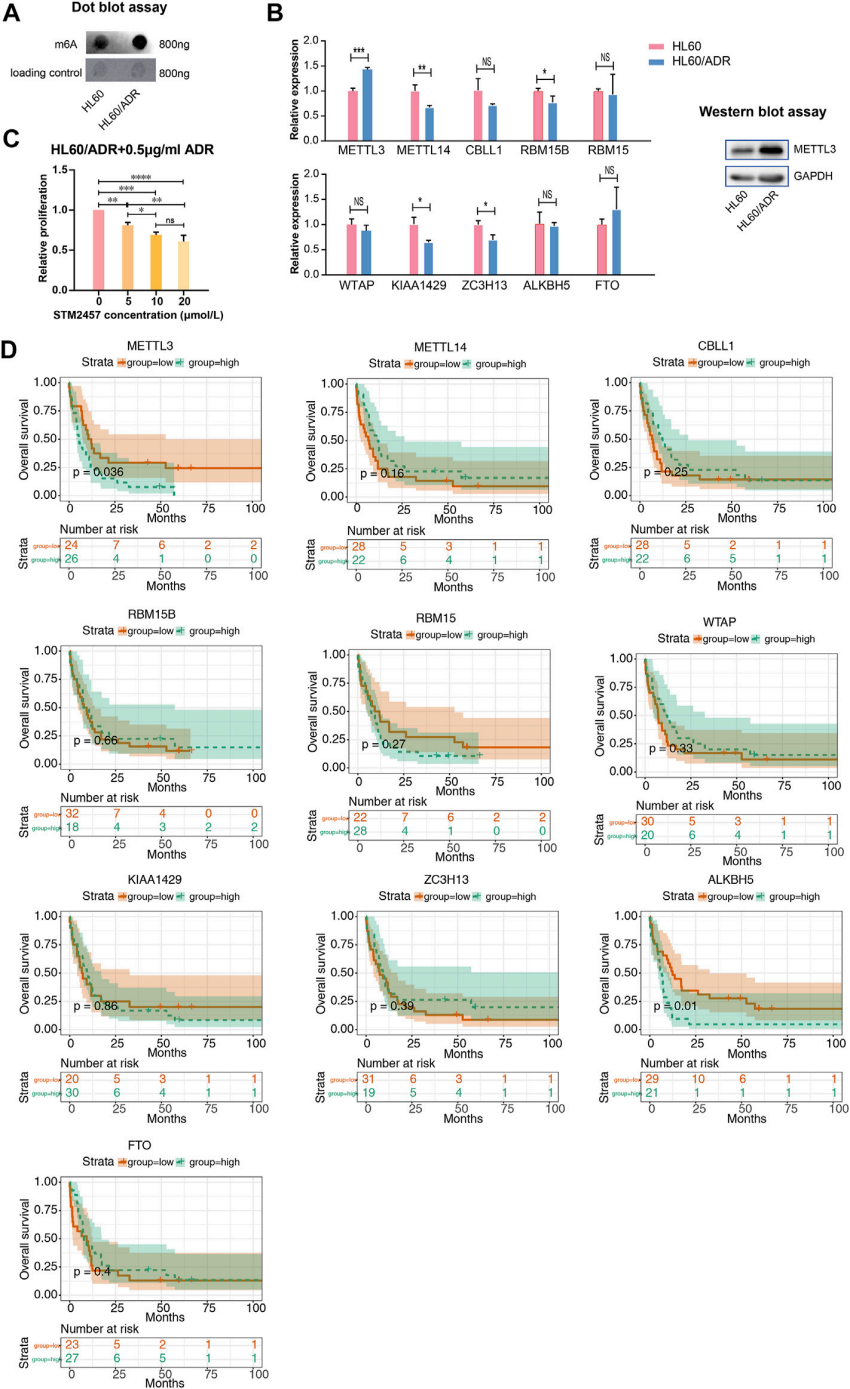
Analysis of the global m^6^A level and m^6^A-related enzymes. **(A)** Dot blot assay revealed a higher global m^6^A level in HL60/ADR than that in HL60. **(B)** Analysis of the expression level of ten m^6^A writers and erasers by RT-qPCR in HL60 and HL60/ADR. Western blot assay showed a higher protein level of METTL3 in HL60/ADR cells. *p<0.05, **p<0.01, ***p<0.001. NS, no significance. **(C)** Results of CCK-8 assay after treatment of STM2457 and ADR for three days. NS, no significance, *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001. Each group had three biological replicates. **(D)** Overall survival analysis of ten m^6^A writers and erasers in AML patients.

We then analyzed the prognostic value of m6A-related enzymes in AML patients in TCGA database. Clinical data and RNA-seq information of 163 AML patients were downloaded from TCGA database. Clinical characteristics of all AML patients are shown in Supplementary Table S5. Patients were divided into two groups based on the median gene expression level. We found that higher levels of METTL3 and ALKBH5 related to adverse overall survival rates in cytogenetic poor-risk patients (Figure 5D). Clinical characteristics of cytogenetic poor-risk AML patients are shown in Supplementary Table S6. In general, METTL3 was elevated in ADR-resistant AML cells and played a prognostic value in cytogenetic poor-risk AML patients.

## Discussion

M^6^A methylation is an important modification of mRNA critical for mRNA stability, splicing, transport, and translation (Tuck, 1992; Meyer et al., 2015; Xiao et al., 2016; Huang et al., 2018). It plays important roles in various pathological processes, including initiating, development, progression, and drug resistance of cancers (Deng et al., 2018). Here, we analyzed transcriptome-wide m^6^A distribution in HL60 and HL60/ADR cells.

In our study, we found that the m^6^A modification pattern in HL60/ADR was slightly different from that in HL60. We discovered that the numbers of unique m^6^A-modified genes (Figure 1B) and m^6^A-modified peaks (by selection criteria of *p*<0.05) in HL60/ADR were lower than in HL60. We observed that percentage of genes with one m^6^A peak was lower in HL60/ADR than in HL60, whereas the percentage of genes with two to six m^6^A peaks was slightly higher in HL60/ADR than that in HL60 (Figure 1E). In addition, we found that over 40% of genes had one m^6^A peak, and the percentage of genes with two or more m^6^A peaks was lower than that with only one m^6^A peak (Figure 1E). Nonetheless, the expression level of genes with more than one m^6^A peak seemed higher than that of genes with one m^6^A peak (Figure 4B). These might reveal that the distribution of m^6^A modification in genes was different, and the relationship between m^6^A modification and gene expression was complex. Furthermore, the function of m^6^A readers (Wang et al., 2015; Roundtree et al., 2017; Shi et al., 2017; Huang et al., 2018; Mao et al., 2019), which identify m^6^A modification and are crucial to m^6^A recognition and determinate the fate of mRNA, increase the complexity of m^6^A regulation.

By analyzing differentially methylated and expressed genes, we found pathways were enriched in the FoxO signaling pathway, p53 signaling pathway, and Notch signaling pathway (Figures 2D,E, Figures 3E,F). Research has shown that the aberrant expression of FOXOs was responsible for drug resistance. Continuous activation of FOXO3 led to drug resistance in CML cells after tyrosine kinase inhibitor or imatinib therapy (Hui et al., 2008a; Hui et al., 2008b; Naka et al., 2010). In FLT3-ITD^+^ AML cells resistant to FLT3 inhibition, Long demonstrated that histone deacetylase 8 (HDAC8) up-regulated through FOXO1- and FOXO3-mediated transactivation, leading to inactivation of the p53 pathway. Inhibition of HDAC8 reactivated p53 and significantly enhanced the TKI-mediated anti-FLT3-ITD^+^ AML cells (Long et al., 2020). Another study showed that activation of p53 might overcome the resistance of FLT3-ITD AML cells to FLT3 inhibitors (Park et al., 2017). Wang also found that an inhibitor of histone deacetylase 6 (HDAC6) could reverse ADR resistance in human breast cancer cells by activating the p53 pathway (Wang et al., 2018). Feng showed that annexin A2 induced cisplatin resistance of NSCLCs *via* suppressing the expression of p53 (Feng et al., 2017). In addition, the Notch signaling pathway was reported to be associated with drug resistance in breast cancer, lung adenocarcinoma, myeloma, and other malignant lymphoid cell lines (Nefedova et al., 2004; Yan et al., 2018; Bousquet Mur et al., 2020). All these findings suggested that the FoxO signaling pathway, p53 signaling pathway, and Notch signaling pathway might play crucial roles in drug resistance of tumors. Further studies should be conducted to study whether there is an association between these pathways and ADR resistance in AML.

A comparison of the global m^6^A level between HL60 and HL60/ADR showed that it was elevated in HL60/ADR. Fold enrichment of m^6^A peaks was higher in HL60/ADR than that in HL60 (Figure 2G), which indicated that the m^6^A level was relatively higher in HL60/ADR by MeRIP-seq. The result was further confirmed by dot blot assay (Figure 5A). We also found that fold enrichment of m^6^A peaks in 5′ UTR, CDS, or 3′ UTR of mRNA in HL60/ADR was higher than that in HL60 (Figure 2F), which might cause an overall elevated level of m^6^A peaks in HL60/ADR. By analyzing the reason for the elevated global m^6^A level in HL60/ADR, we detected the expression level of ten m^6^A-related enzymes. RNA-seq results showed an increase of METTL3 expression level in HL60/ADR (Figure 3G), which was further confirmed by RT-qPCR (Figure 5B). Western blot assay also showed an increase of METTL3 protein level in HL60/ADR (Figure 5B). After a combined treatment of STM2457 and ADR for three days, the proliferation of HL60/ADR was inhibited (Figure 5C). All these might suggest an association between ADR resistance and METTL3. METTL3 has been reported to be involved in the drug resistance of some other malignancies (Jin et al., 2019; Liu et al., 2020; Lai et al., 2021; Pan et al., 2021). The mechanism of METTL3 in ADR resistance of AML is still needed to be further investigated. Overall survival analysis of cytogenetic poor-risk AML patients revealed that patients with a higher level of METTL3 had an inferior prognosis (Figure 5D), which suggested a prognostic value of METTL3 in poor-risk AML patients. As we know, relapsed/refractory AML patients also have a poor prognosis. Whether METTL3 plays a prognostic value in relapsed/refractory AML patients is still needed to be investigated. In summary, ADR resistance in AML might associate with abnormal m^6^A modification.

## Conclusion

This study presented the global m^6^A pattern of ADR-resistant AML cells. The global m^6^A level was elevated in HL60/ADR. The expression level of METTL3 was higher in ADR-resistant AML cells. A combined treatment of METTL3 inhibitor and ADR inhibited cell proliferation in ADR-resistant AML cells. All these might suggest that the abnormality of m^6^A modification played an important role in Adriamycin-resistant AML.

## Data Availability

The public gene expression and patients’ clinical information dataset can be downloaded from TCGA database (https://www.cancer.gov/about-nci/organization/cc-g/research/structural-genomics/tcga). The data of MeRIP-seq are available on the GEO website (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE192618). Other data are included in the article/Supplementary Material.

# Supplementary material for: Transcriptome-Wide Analysis of RNA N6-Methyladenosine Modification in Adriamycin-Resistant Acute Myeloid Leukemia Cells
**Source:** Front Genet. 2022 Apr 28;13:833694. doi: 10.3389/fgene.2022.833694
**Supplement:** Supplementary file 1

**Supplementary Table S1. Specific primers for each evaluated gene.**

| **Gene name** | **Forward primers sequences** | **Reverse primers sequences** |
| --- | --- | --- |
| METTL3 | ATCCCCAAGGCTTCAACCAG | GCGAGTGCCAGGAGATAGTC |
| METTL14 | AGAGAACAAAGGAACACTGCCT | AATGAAGTCCCCGTCTGTGC |
| CBLL1 | AAGATGTGTCCAGGCTGTAGT | TGTGCTGCTTTGGCGGAATA |
| RBM15B | TACACGGAGGCTACCAGTACA | GTCGTACAGCCCGTAGTAGTC |
| RBM15 | ACGACCCGCAACAATGAAG | GGAAGTCGAGTCCTCACCAC |
| WTAP | GCTTCTGCCTGGAGAGGATT | TGCAGACTCCTGCTGTTGTT |
| KIAA1429 | CTTGGCAAGTGGCTTGAACC | ACGTAAGGCAGTGGTAAGGC |
| ZC3H13 | CGCTGTGAAGCAAAACTGGA | ACTCGTCATCTCCTGCTTCC |
| ALKBH5 | CGGCGAAGGCTACACTTACG | CCACCAGCTTTTGGATCACCA |
| FTO | ACTTGGCTCCCTTATCTGACC | TGTGCAGTGTGAGAAAGGCTT |
| GAPDH | GGAGCGAGATCCCTCCAAAAT | GGCTGTTGTCATACTTCTCATGG |

**Supplementary Table S2. Gene-specific primers for m^6^A IP-qPCR.**

| **Gene name** | **Forward primers sequences** | **Reverse primers sequences** |
| --- | --- | --- |
| BTBD2 | CCGTCCTGATGCTGAGAA | CCGAGGTCATCTTCTACAC |
| FADS2 | AGCGCGAGGTGTCGGTG | CGCGGAAGGCATCCGTTG |
| SLC38A10 | CAGTTGGCTTCCTTCAGA | AATTCCCTGGGCAAAGTC |
| HPS1 | CTGGAAGAGGAGCTGTTG | TGAGGATAGGGCAGAGTG |
| NUP214 | CACCAGCACTTCCTCAAC | GCCAGCACTTAGAGATGTC |

**Supplementary Table S3. Samples and quality control information.**

| **Sample_ID** | **Raw_Reads** | **Raw_Bases** | **Valid_Reads** | **Valid_Bases** | **Valid%** | **Q20%** | **Q30%** | **GC%** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| HL60_1_IP | 47063456 | 7.06G | 45613156 | 6.26G | 88.64 | 97.84 | 93.46 | 49.61 |
| HL60_ADR_1_IP | 51366896 | 7.71G | 50174360 | 6.91G | 89.64 | 97.82 | 93.45 | 50.61 |
| HL60_1_input | 51750814 | 7.76G | 50796044 | 6.97G | 89.79 | 97.54 | 92.78 | 49.27 |
| HL60_ADR_1_input | 41697474 | 6.25G | 41255722 | 5.68G | 90.88 | 97.51 | 92.74 | 49.19 |
| HL60_2_IP | 53745092 | 8.06G | 52094144 | 7.17G | 88.91 | 97.26 | 92.26 | 49.50 |
| HL60_ADR_2_IP | 55630126 | 8.34G | 54314882 | 7.50G | 89.86 | 97.10 | 91.98 | 50.47 |
| HL60_2_input | 51139700 | 7.67G | 50254544 | 6.91G | 90.15 | 97.54 | 92.89 | 49.19 |
| HL60_ADR_2_input | 54663830 | 8.20G | 54116914 | 7.48G | 91.18 | 97.54 | 92.86 | 49.08 |

**Supplementary Table S4. List of five genes with differential m^6^A modification and mRNA levels.**

| Gene name | Chromosome | m^6^A level change | | | mRNA level change | |
| --- | --- | --- | --- | --- | --- | --- |
|  |  | Peak region | Log2 (Fold change) | p-value | Fold change | p-value |
| BTBD2 | chr19 | 3' UTR | 3.74 | 0.001 | 4.221 | 7.8E-192 |
| FADS2 | chr11 | 3' UTR | 3.75 | 0.078 | 7.272 | 0 |
| SLC38A10 | chr17 | 3' UTR | 3.81 | 0.033 | 0.286 | 2.6E-118 |
| HPS1 | chr10 | 5' UTR | 3.17 | 0.021 | 0.452 | 8.97E-36 |
| NUP214 | chr9 | Exon | -3.51 | 0.022 | 0.339 | 3.1E-91 |

**Supplementary Table S5. Clinical characteristics of 163 non-M3 AML patients in TCGA database.**

| Characteristics | No. | % |
| --- | --- | --- |
| Age, y, median (range) | 58 (18—88) | — |
| Gender, no |  |  |
| Female | 76 | 46.6 |
| Male | 87 | 53.4 |
| Median WBC, ×10^9^/L (range) | 19.9 (0.6—297.4) | — |
| Median BM blast, % (range) | 72 (30—100) | — |
| FAB classification |  |  |
| M0 | 16 | 9.8 |
| M1 | 44 | 27.0 |
| M2 | 40 | 24.5 |
| M4 | 35 | 21.5 |
| M5 | 21 | 12.9 |
| M6 | 2 | 1.2 |
| M7 | 3 | 1.8 |
| Unknown | 2 | 1.2 |
| Cytogenetic risk classification |  |  |
| Favorable | 18 | 11.0 |
| Intermediate | 92 | 56.4 |
| Poor | 50 | 30.7 |
| Unknown | 3 | 1.8 |
| Transplant |  |  |
| No | 85 | 52.1 |
| Yes | 78 | 47.9 |

**Supplementary Table S6. Clinical characteristics of 50 cytogenetic poor-risk AML patients in TCGA database.**

| Characteristics  Patients number | High METTL3 (≤ median)  N = 24 | Low METTL3 (>median)  N = 26 | *p-*value |
| --- | --- | --- | --- |
| Age, y, median (range) | 53.5 (18.0—81.0) | 63 (39—81) | 0.066 |
| Gender, no. (%) |  |  | 0.069 |
| Female | 6 (25.0) | 13 (50.0) |  |
| Male | 18 (75.0) | 13 (50.0) |  |
| Median WBC, ×10^9^/L (range) | 10.3 (0.8—90.4) | 16.5 (0.7—171.9) | 0.256 |
| Median BM blast, % (range) | 71.5 (30.0—97.0) | 74.5 (32.0—95.0) | 0.801 |
| FAB classification, no. (%) |  |  | 0.219 |
| M0 | 2 (8.3) | 7 (26.9) |  |
| M1 | 5 (20.8) | 6 (23.1) |  |
| M2 | 4 (16.7) | 7 (26.9) |  |
| M4 | 5 (20.8) | 2 (7.7) |  |
| M5 | 6 (25.0) | 2 (7.7) |  |
| M6 | 1 (4.2) | 0 (0) |  |
| M7 | 1 (4.2) | 1 (3.8) |  |
| Unknown | 0 (0) | 1 (3.8) |  |
| Transplant, no. (%) |  |  | 0.258 |
| No | 10 (41.7) | 15 (57.7) |  |
| Yes | 14 (58.3) | 11 (42.3) |  |

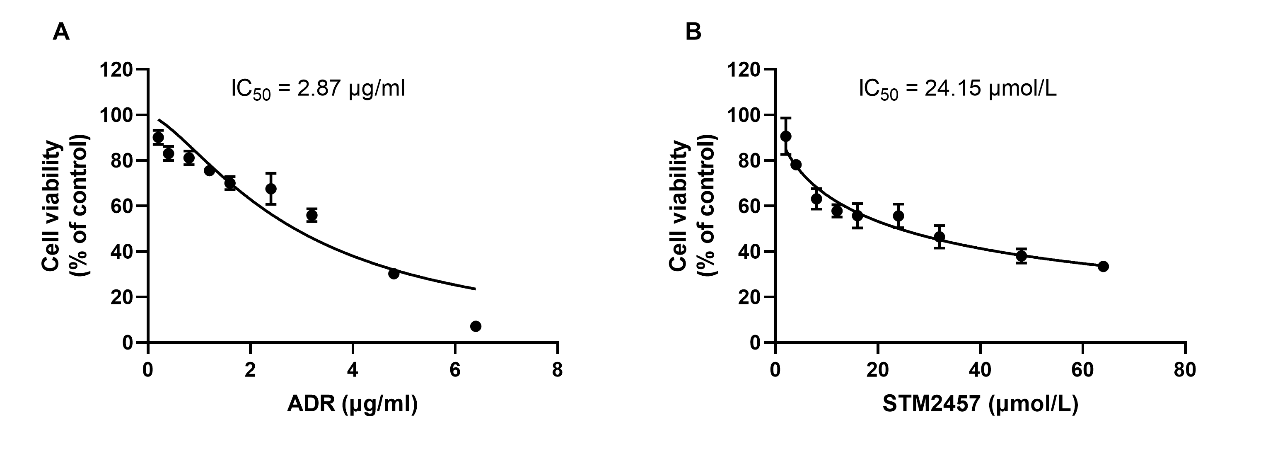

**Supplementary Figure S1.** Dose response curves for HL60/ADR cells with the treatment of Adriamycin (A) and STM2457 (B) for three days. ADR, Adriamycin. Each group had three biological replicates.

How the deposited data were processed for this re-analysis (not part of the article)

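RNA of the leukemia line HL60 and of its Adriamycin-resistant derivative HL60/ADR had been profiled with MeRIP-seq. Adriamycin had been withdrawn for a week before the experiments. Each line gave 2 IP libraries, enriched with an antibody against m6A, and 2 input libraries, which also served as RNA-seq. The HL60/ADR libraries carry that name in their titles and in the columns of the files, while their labels of source and cell line read HL60; they were assigned by title and column, and each comparison of the lines rests on this. The libraries held 41255722 to 54314882 valid reads.

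The authors trimmed reads with fastp, aligned them with HISAT2 to GRCh38 and called peaks with exomePeak, 1 list per line from the pooled replicates. For each peak, the deposited lists give the fold enrichment (a ratio of IP over input), the p-value of the authors' peak caller, and as scores the log10 of that p-value and of the false discovery rate. Each deposited score was made by the authors' peak caller. The deposited expression table gives FPKM per gene and input library, which the authors computed with StringTie. Values of single IP libraries and raw counts were not used here, so no spread between replicates was computed for peaks, and the depth behind a gene's FPKM is not known.

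Genes of the expression table numbered 27996, of which the 13053 with a mean FPKM of 0.5 or more were tested. Expression was compared on log2(FPKM + 1) with limma 3.58.1 in R 4.3.3 (trend = TRUE, two-sided), with cell line as the only term. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change beyond 1, and a member of a gene list was counted as higher or lower at an adjusted p under 0.05. This last limit was passed by 79.7% of all tested genes, 4034 higher and 6367 lower. Gene lists were tested with camera at a preset correlation of 0.01, and again with an estimated correlation, with p-values adjusted over the 42 lists. Of the 42 lists, 10 passed as higher and 10 as lower with the preset correlation and 0 with the estimated one, where the smallest adjusted p was 0.279 and 7 lists had an unadjusted p under 0.05. With 2 libraries per line, the estimated form leaves few degrees of freedom. A list that fails there need not have correlated genes. For ribosome biogenesis the estimated correlation was -0.0088, below the preset one, yet its unadjusted camera p went from 2.3e-11 to 0.0124. Cytosolic ribosomal proteins had a higher estimate, 0.0352. The test fry, which asks whether the genes of a list move on balance one way, called 38 lists. Pathways with at least 5 genes, from the KEGG annotation in the deposited expression table, were tested with one-sided Fisher's exact tests against the genes that could have passed.

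Peaks were matched with bedtools 2.31.1 and compared with Python 3.11.15 (pandas 2.3.3, numpy 2.4.6, scipy 1.17.1), and figures were drawn with matplotlib 3.10.9. Peaks that overlapped 1 to 1 were compared by the ratio of their fold enrichments, with a change called beyond 2-fold. Peaks of 1 list that overlap each other were not merged. All deposited peaks served for numbers, overlap, regions, pairs of overlapping peaks and expression by region and by number of peaks, and peaks with a fold enrichment of 2 or more for the shares of genes by number of peaks and for median fold enrichment, unless the text says otherwise. Intervals of shares are Wilson intervals of 95%, those of medians are of 95% as well, and permutation tests across genes used 100000 resamples.

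The gene lists were fixed before the data were examined. They were m6A writers and erasers of the study, m6A readers, other RNA methyltransferases, the study's qPCR genes, cytosolic ribosomal proteins, mitochondrial ribosomal proteins, ribosome biogenesis, subunits of RNA polymerases I and III, DNA replication, mitotic cell cycle, Fanconi anaemia and homologous recombination, mismatch and base excision repair, p53 signaling, FoxO signaling, Notch signaling, cholesterol synthesis and uptake, fatty acid synthesis and desaturation, glycolysis and hypoxia response, drug efflux transporters, anthracycline targets and metabolism, and the BCL2 family. Lists of cell types were azurophil granule proteins, late neutrophil genes, monocyte and macrophage markers, haematopoietic stem and progenitor markers, T and NK cell markers, B cell markers, erythroid and megakaryocyte markers, and epithelial and fibroblast markers. The other lists were MHC class I and antigen processing, MHC class II, complement components, interferon response, unfolded protein and integrated stress response, heat shock proteins, splicing factors, proteasome, oxidative phosphorylation, mitochondrially encoded genes, replication-dependent histones, small nucleolar RNA host genes and ZNF zinc finger genes.

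Genes were named by a rule: genes the paper names in its text, Tables 2 and 3, Table S4 and Figure 3G, whose values there had been seen; the 10 called genes with the largest rise and the 10 with the largest fall that had a symbol, a mean FPKM of 5 or more in the higher line and the same direction in all 4 pairs of libraries; and up to 4 members of each list with the smallest adjusted p. Some genes that meet this rule are not reported here. Peaks were named by a like rule: the 5 with the highest fold enrichment in each line and the 5 shared peaks with the largest rise and the 5 with the largest fall, in genes with a mean FPKM of 1 or more.

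Alternatives were a pseudocount of 0.1, no filter on FPKM, a mean FPKM of 5 or more, libraries centred on their medians, quantile normalization, limma without the trend, the replicate number as a block, each library left out in turn, no fold limit and an unadjusted p. For peaks they were a stricter threshold (a false discovery rate of at most 1e-05 and a fold enrichment of 4 or more), the other of the paper's limits, a reciprocal overlap of 50%, subsets of genes by expression, and subsets of peaks. The fit was tested on simulated data with 200 changed genes: 49 of 50 genes raised by 1.5 on the log2 scale were called, 42 of 50 changed by -1.5, 49 of 50 by 3 and 45 of 50 by -3, with 3 false calls among 12853 unchanged genes. The noise was drawn from the fit's own spread, so this checks the code and not differences between cultures. Of the genes changed by -1.5 and by -3, 10 and 20 lay near the floor, and the median fitted for -3 was -2.13. Motifs under peaks, transcripts, Gene Ontology terms, RT-qPCR, Western blots, dot blots and proliferation assays were not analysed here.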

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

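Of the tests below, those on fold enrichment, on ABCC1's neighbours and their copies and on short transcripts were chosen only after the result was seen.

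Fold enrichment of shared m6A peaks was higher in HL60/ADR, whose peaks also fell on whole steps more often. Among pairs off the steps, counted from 6 to 40, in genes with a mean FPKM of 5 or more, the median log2 ratio was still 0.28 (0.26 to 0.30). This argues against peaks on those steps as the whole cause. Fewer or more steps were not marked, and a gene's FPKM does not give the input reads under a peak. Few input reads thus stay open as a cause. Among pairs in genes of like expression it was 0.32 (0.30 to 0.34), which argues against lower input expression as the whole cause. Among the quartile of pairs with the highest expression it was 0.25, and a difference in the efficiency of the immunoprecipitation, which would raise all peaks of a line, cannot be told apart from more m6A with 1 pooled list per line. The paper also reports a dot blot, made with another antibody and not analysed here, in which global m6A was higher in HL60/ADR. A change that came with resistance to Adriamycin stays open and was not tested.

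ABCC1, which encodes the efflux pump MRP1 and is not discussed in the paper, had a log2 fold change of 3.22, and the median of the window of 7 neighbouring genes on 16p that holds it was 2.21. Gene models that overlap may share reads, so 1 gene was kept of each overlapping group, which left the median at 2.21. Of 2000 shuffles of gene order, 14 then had a window as high (permutation p = 0.0075, where 5.0e-04 is the smallest they can give). This argues against chance if the kept genes vary independently. Repeated genes inside the window may still share reads, which the shuffles do not allow for, and reads shared between distant copies are weighed next. Reads moved from other copies of the region's repeated genes are argued against in the NOMO family, where 3 of 3 copies rose and their summed FPKM went from 147.6 to 707.4, and in the PKD1 family, where the copies that fell lost 3.58% of what the others gained. In the NPIP family they lost 32.5%, so moved reads cannot be told apart from a rise there, and reads unique to a copy were not used here. A rise of copies elsewhere whose reads are also counted in the run cannot be told apart either, since 36.4% of the 22 tested copies outside the run were called higher too. Extra copies of this stretch of DNA also cannot be told apart from regulation, since DNA was not measured. Of the run's 13 tested genes, 8 (61.5%) were called higher and 4 were not called, while XYLT1 fell from 12.7 to 2.21 FPKM (log2 fold change -2.10), so extra copies of the whole stretch do not account for this gene. The gene families and XYLT1 were chosen after their values were seen, and a change that came with resistance stays open and was not tested.

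Cytosolic ribosomal protein genes rose together, from 7.53% and 7.51% of the summed FPKM in the HL60 replicates to 16.7% in both HL60/ADR replicates. A shift towards short transcripts as the whole cause is argued against by genes of oxidative phosphorylation, also short. Their upper quartile of log2 fold change was 0.51, below the first quartile of 1.02 of the ribosomal protein genes. Transcript lengths were not used, and that list also leaned upward (median 0.11, camera adjusted p = 0.0228 with the preset correlation), so a partial shift stays open. Reads moved from pseudogenes to genes are argued against by the 459 pseudogenes of ribosomal proteins, whose summed FPKM rose as well, by 3639. The median of 23 other genes with a 5′ terminal oligopyrimidine tract was 0.49, at percentile 92.9 of 10000 random lists matched on expression, so a rise of this class as a whole cannot be told apart from a rise of ribosomal proteins alone. A change in growth that came with resistance stays open and was not tested.

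The genes and lists that follow lie outside those the paper discusses and passed the test, the lists with the preset correlation. Among the largest rises were CTSG at a log2 fold change of 6.73, BPI at 6.01, RHOXF2B at 5.90 and the T cell receptor gene CD3D at 5.19. Among the largest falls were CLC at -9.61, EPX at -6.20 and PPP1R27 at -5.76. Lists with a negative median were subunits of RNA polymerases I and III at -1.06 and DNA replication at -1.01. Those with a positive median were cholesterol synthesis and uptake at 1.29, glycolysis and hypoxia response at 1.25, late neutrophil genes at 1.27 and azurophil granule proteins at 1.24. None of these 6 lists passed with an estimated correlation (adjusted p from 0.279 to 0.371), and azurophil granule proteins did not with quantile normalization (0.0607).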

How the results depend on the processing

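The setting without peaks at whole steps was chosen only after the data were seen. Of 189 values of 39 main results under alternatives, 117 kept their direction and their side of the threshold or stayed within their spread, 2 no longer passed, 2 reversed and 68 moved. Of 2637 values of 239 named genes and lists, 2558 kept both, 44 no longer passed, 12 passed only under the alternative and 23 reversed. METTL3 is among the genes that kept both under each alternative run. The causes were not tested, except where fewer genes or samples entered a test. The depth behind a gene's FPKM is not known. For the edgeR and DESeq2 alternatives raw counts are needed, so they were not run.

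Higher and lower genes numbered 1778 and 2712 with a pseudocount of 0.1, 627 and 1021 with a mean FPKM of 5 or more, 4034 and 6367 with no fold limit, and 1157 to 1178 and 1799 to 1831 with a library left out, where the lone library is assumed to vary like the other line. Lower genes numbered 1169 with libraries centred on their medians, against 1659 higher. Quantile normalization gave 1418 higher and 1354 lower, so the larger direction turned in both settings. With the replicate number as a block, 1165 genes were higher and 1800 lower, of which 1163 and 1796 were also called without the block, and the residual correlation of same-numbered libraries was 0.0433.

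With libraries centred, log2 fold changes reversed to 0.20 for FTO, 0.064 for HDAC8, 0.024 for CD22, 0.068 for EPOR and 0.19 for HLA-DMA. With quantile normalization, they reversed to 0.091 for FTO, 0.038 for EPOR, 0.0061 for HLA-DMA and -0.027 for ATF4, as did MHC class I (camera adjusted p = 0.197). With a library left out, FTO ranged from -0.043 to 0.023 and was 0.000873 without HL60/ADR replicate 1. KRT19 ranged from -0.55 without HL60/ADR replicate 1 to 1.31, and was -0.17 without HL60 replicate 2. HLA-DMA ranged from -0.086 to 0.032, the latter without HL60/ADR replicate 1. MHC class II reversed without HL60/ADR replicate 2, and its adjusted p ranged from 0.944 to 0.991. Lists that reversed without a filter were Notch signaling (adjusted p = 0.768), drug efflux transporters (0.794) and MHC class II (0.609). At a mean FPKM of 5 or more, the study's qPCR genes, Notch signaling and drug efflux transporters (0.974 each) and monocyte markers (0.113) reversed. With an estimated correlation, the adjusted p was 0.279 for cytosolic ribosomal proteins and for ribosome biogenesis, and 0 of the 20 lists passed. That form of camera has few degrees of freedom with 2 libraries per line.

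With the stricter threshold, peaks and genes with a peak numbered 8981 and 6292 in HL60 and 13241 and 8391 in HL60/ADR. Genes with a peak and a mean FPKM of 0.5 or more numbered 10142 and 10016. Shared peaks made up 69.3% in HL60/ADR at a fold enrichment of 2 or more, 81.0% and 57.1% in HL60 and HL60/ADR with the stricter threshold and 47.1% and 49.2% with a reciprocal overlap of 50%, and pairs higher in HL60/ADR made up 72.2%, 85.2% and 71.7%. Pairs over 2-fold higher and lower numbered 1136 and 101 with the stricter threshold.

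At a fold enrichment of 2 or more, shares in the 5′ UTR, first exons, other exons and 3′ UTR were 22.1%, 13.4%, 19.7% and 44.7% in HL60, and 13.0%, 20.3% and 44.4% for the last 3 in HL60/ADR. With the stricter threshold they were 24.9%, 8.28%, 14.2% and 52.6% in HL60 and 25.7%, 8.70%, 14.3% and 51.3% in HL60/ADR. Genes with 1 peak made up 39.2% and 38.4% of all deposited ones and 69.4% and 62.2% with the stricter threshold. The difference of median log2 fold enrichment was 0.46 over all peaks, 0.48 with the stricter threshold, 0.54 among shared peaks, 0.36 in genes of like expression and 0.21 without peaks at whole steps.

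Expression in HL60 differed between regions (5′ UTR minus exons, 3′ UTR minus exons, 5′ minus 3′ UTR) by 1.51, 1.33 and 0.18 at a fold enrichment of 2 or more, 1.12, 0.81 and 0.31 with the stricter threshold and 1.86, 1.60 and 0.26 in genes with peaks in 1 region. In HL60/ADR, the first 2 were 1.30 and 1.10, then 1.02 and 0.82, then 1.87 and 1.49 with 0.38 for the third. Genes with more than 1 peak differed from those with 1 by 0.87 in HL60 and 0.69 in HL60/ADR at a fold enrichment of 2 or more and by 0.036 and 0.15 with the stricter threshold, and reversed to -0.080 and -0.14 at a mean FPKM of 1 or more. This last filter acts on expression, the value compared, and in HL60 kept 2523 of 5293 genes with 1 peak but 6681 of 9266 with more, so it does not test the direction.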

Differences from the paper's values

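No test in this part was chosen only after the result was seen, and each alternative named here was set before the data were examined. Values are said to differ here when one is more than 1.5 times the other or their signs differ. By this rule, 18 of 66 comparisons with values of the paper differed, and the other 48 were within 1.5-fold. For log2 values it was applied to the printed numbers, where it is no limit on the fold change. Among the 48 are counts and shares of changed peaks, which are unlike quantities. Here they rest on ratios of overlapping pairs without a test of reads, while the paper's come from such a test. A near match there does not show the same peaks. The paper's numbers of peaks in 1 line and in both lines are each in 2 comparisons, by gene and by overlap.

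The paper's numbers of peaks in genes with a peak in 1 line only are 23004 in HL60 and 21281 in HL60/ADR, against 4345 and 3764 here. Its numbers of peaks in genes of both lines are 17546 and 17553, against 36205 and 35070 here, and no alternative was run for these counts by gene. Counted by overlap of at least 1 base, 11657 and 10535 peaks were in 1 line only. With a reciprocal overlap of 50% they were 21439 and 19737, within 1.5-fold of the paper's, while 9623 and 10404 at a fold enrichment of 2 or more and 1704 and 5684 with the stricter threshold differ. Shared peaks by overlap numbered 28893 and 28299. With a reciprocal overlap of 50% they were 19111 and 19097 and at a fold enrichment of 2 or more 23691 and 23459, higher than the paper's but within 1.5-fold, while 7277 and 7557 with the stricter threshold are not.

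The paper's numbers of differentially expressed genes are 2217 higher and 3181 lower, at an unadjusted p from edgeR, against 1165 and 1798 here at an adjusted p from limma. At an unadjusted p, limma gave 1166 and 1800. Counts within 1.5-fold of the paper's were 1778 and 2712 with a pseudocount of 0.1, and 1659 higher genes with libraries centred on their medians. The counts differ with no filter, a mean FPKM of 5 or more, quantile normalization, no trend, a block, a library left out and no fold limit, as do the lower genes with centred libraries.

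In Figure 3G, read by eye, log2 FPKM in HL60/ADR is about 2.2 for RBM15B and about 1.4 for RBM15, against 1.39 and 2.15 here. Each of these bars is thus close to the value of the other gene. The other 18 bars did not differ. In Table S4, the paper's log2 changes of m6A are 3.74 for BTBD2, 3.75 for FADS2, 3.81 for SLC38A10, 3.17 for HPS1 and -3.51 for NUP214, against log2 ratios of deposited fold enrichment of 1.08, -0.042, 1.13, 0.62 and 0.21 at the pair of overlapping peaks with the highest fold enrichment in HL60 in the region that the table names. The table gives no coordinates, so another peak may be meant: BTBD2 and SLC38A10 have a further 3′ UTR peak in HL60/ADR alone, with a fold enrichment of 24.8 and 5.10, for which no ratio exists, and NUP214 has a first exon peak in HL60 alone, with 17.7. Table 2 gives 5.98 for ANTXR2, against 2.19 here. These ratios were not computed under an alternative, and the paper's come from a test of reads. Changes of messenger RNA in Table S4 did not differ.

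The paper states that peaks in CDS had a higher fold enrichment than those in the 5′ UTR in both lines; in HL60 the medians were 5.18 in CDS and 4.71 in the 5′ UTR, and in HL60/ADR 6.21 in both regions (95% intervals 6.21 to 6.50 in CDS and 6.21 to 6.21 in the 5′ UTR). The value 6.21 is 7 whole steps and the most frequent one of HL60/ADR, so ties fix these medians. In its discussion, genes with several peaks are fewer than genes with a single one, while genes with 2 or more peaks made up 55.2% in HL60 and 57.5% in HL60/ADR. These shares count peaks as deposited, without merging those of 1 gene that overlap each other. With the stricter threshold the order turned, and genes with a single peak made up 69.4% in HL60 and 62.2% in HL60/ADR. The paper states that enzymes other than METTL3 and ALKBH5 decreased. Of these 8, 7 were lower, and FTO had a log2 fold change of -0.010 (adjusted p = 0.885 from limma), or 0.20 with libraries centred (adjusted p = 0.0354). The paper states an enrichment of FoxO signaling among genes with higher peaks (adjusted p = 0.917 here) and among higher genes (adjusted p = 1), and of p53 signaling among lower genes (adjusted p = 1). It states that Notch signaling, RNA transport, RNA degradation and ribosome biogenesis were enriched among genes with lower peaks, each with an adjusted p of 1 here. The sets of genes with changed peaks are unlike: here they hold only pairs of overlapping peaks that changed over 2-fold, while the paper's also hold peaks of 1 line, since 1 of the 10 regions of its Table 2 and 0 of the 10 of its Table 3 have a peak in the other line. Its enrichment of ribosome biogenesis among changed genes with m6A had an adjusted p of 0.157, or 0.00349 for lower genes alone. The ribosome pathway among higher genes and ribosome biogenesis among lower genes passed here too.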

Other observations

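The tests of runs of neighbouring genes were chosen only after the result was seen. Genes of the proteasome, splicing and zinc finger families were mostly lower in HL60/ADR. Of 35 proteasome genes, 29 were lower and 3 higher (29 and 3 adjusted over the list alone), with the activator gene PSME3 at a log2 fold change of -2.74 and PSMD3 at -1.92 (camera adjusted p = 3.2e-04, and 0.288 with an estimated correlation). Of 57 splicing factor genes, 44 were lower and 10 higher (44 and 10 adjusted over the list alone), with HNRNPM at -1.66 and SRSF10 at -1.58 (camera adjusted p = 0.00201, and 0.288 with an estimated correlation). Of 170 ZNF genes, 119 were lower and 19 higher (119 and 19 adjusted over the list alone), with ZNF614 at -2.28 and ZNF595 at 3.26 (camera adjusted p = 0.00201, 0.279 with an estimated correlation and 0.624 at a mean FPKM of 5 or more). Host genes of small nucleolar RNAs had 10 of 17 higher and 4 lower (10 and 4 adjusted over the list alone), with ZFAS1 at 2.45 and SNHG29 at 2.29 (camera adjusted p = 0.00506, and 0.371 with an estimated correlation). Oxidative phosphorylation went both ways, with 35 of 67 genes higher and 26 lower (35 and 26 adjusted over the list alone), and ATP5F1A at 1.51 and UQCR11 at 1.60 (camera adjusted p = 0.0228, 0.324 with an estimated correlation and 0.0794 with quantile normalization). Of 13 mitochondrially encoded genes, 5 were lower and 1 higher (4 and 1 adjusted over the list alone), with MT-ND1 at -2.09 (camera adjusted p = 0.638). Of 15 genes of fatty acid synthesis and desaturation, 7 were higher and 8 lower (7 and 8 adjusted over the list alone), with FADS1 at 2.30, SCD at 2.27 and FASN at -1.79 (camera adjusted p = 0.756, with a median of -0.23 and an upward direction of the test).

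Markers of other cell types and states were mixed. Of 5 tested T and NK cell markers, 5 were higher and 0 lower (5 and 0 adjusted over the list alone, camera adjusted p = 0.00364, and 0.371 with an estimated correlation). TRAC, the constant region of a T cell receptor chain, rose from 30.6 to 189 FPKM, and CD4 from 63.3 to 122. Outside the rule and chosen after their values were seen, the receptor gene TRGC1 rose from 2.87 to 29.3 FPKM while TRDC fell from 188 to 73.6. Stem and progenitor markers had 6 of 8 genes lower and 1 higher (6 and 1 adjusted over the list alone), with GATA2 at -2.66, MYC at -2.60 and CEBPA at -1.88 (camera adjusted p = 0.0942, 0.0235 without a filter and 0.0228 with quantile normalization). Of 7 monocyte and macrophage markers, 5 were lower and 2 higher (5 and 2 adjusted over the list alone, camera adjusted p = 0.439), with TLR2 at -2.42. Of 3 B cell markers, 2 were lower and 0 higher (2 and 0 adjusted over the list alone, camera adjusted p = 0.358). Erythroid and megakaryocyte markers had 3 of 4 lower and 0 higher (3 and 0 adjusted over the list alone, camera adjusted p = 0.145, and 0.0214 without a filter). Epithelial and fibroblast markers had 1 of 5 higher, VIM at 1.66, and 1 lower, LUM at -3.99 (1 and 1 adjusted over the list alone, camera adjusted p = 0.539). Complement components had 7 of 10 higher and 2 lower (7 and 2 adjusted over the list alone), with CFD at 2.06 and CR1 at 1.78 (camera adjusted p = 0.0100, 0.431 with an estimated correlation and 0.0522 with libraries centred). MHC class I genes went both ways, with 6 of 15 higher and 7 lower (6 and 7 adjusted over the list alone, camera adjusted p = 0.863), HLA-B at -2.10 and HLA-E at 1.08. The 1 tested MHC class II gene, HLA-DMA, did not pass (0 higher and 0 lower by limma, 0 and 0 adjusted over the list alone, camera adjusted p = 0.923, with a log2 fold change of -0.027 and an upward direction of the test). Interferon response had 6 of 16 higher and 6 lower (6 and 6 adjusted over the list alone, camera adjusted p = 0.385). The unfolded protein and integrated stress response had 9 of 18 higher and 7 lower (9 and 7 adjusted over the list alone, camera adjusted p = 0.246), with XBP1 at 1.06. Of 13 heat shock genes, 9 were lower and 4 higher (9 and 4 adjusted over the list alone, camera adjusted p = 0.439), with HSP90AA1 at -1.20 and HSPA1A at 2.58. The BCL2 family had 6 of 14 higher and 7 lower (7 and 7 adjusted over the list alone), with BCL2A1 at 3.18 (camera adjusted p = 0.643, with a median of -0.10 and an upward direction of the test).

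Windows of 7 neighbouring genes whose median lay above 1.80, a level under which 95% of the highest shuffled medians lay, formed 8 runs of higher genes, and 0 runs of lower genes lay below -1.88. Besides the run of ABCC1, the highest medians of the runs were 2.39 on chromosome 18 (with PSTPIP2), 1.98 on chromosome 19 (with RETN), 1.92 on chromosome 7 (HOXA genes), 1.91 on chromosome 7 (T cell receptor gamma genes), 1.89 on chromosome 5 (with AHRR), 1.83 on chromosome 12 (with CLEC12A) and 1.81 on chromosome 7 (T cell receptor beta genes). Some gene models in these windows overlap and may share reads. With 1 gene kept of each overlapping group, a choice made after the runs were seen, 4 runs remained, those of ABCC1, of PSTPIP2 and of the T cell receptor gamma and beta genes. The genes in parentheses, apart from PSTPIP2, were chosen after their values were seen.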
